# Quorum Quenching of *Nitrobacter winogradskyi* Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification

**DOI:** 10.1128/mBio.01753-16

**Published:** 2016-10-25

**Authors:** Brett L. Mellbye, Andrew T. Giguere, Peter J. Bottomley, Luis A. Sayavedra-Soto

## Abstract

Quorum sensing (QS) is a widespread process in bacteria used to coordinate gene expression with cell density, diffusion dynamics, and spatial distribution through the production of diffusible chemical signals. To date, most studies on QS have focused on model bacteria that are amenable to genetic manipulation and capable of high growth rates, but many environmentally important bacteria have been overlooked. For example, representatives of proteobacteria that participate in nitrification, the aerobic oxidation of ammonia to nitrate via nitrite, produce QS signals called acyl-homoserine lactones (AHLs). Nitrification emits nitrogen oxide gases (NO, NO_2_, and N_2_O), which are potentially hazardous compounds that contribute to global warming. Despite considerable interest in nitrification, the purpose of QS in the physiology/ecology of nitrifying bacteria is poorly understood. Through a quorum quenching approach, we investigated the role of QS in a well-studied AHL-producing nitrite oxidizer, *Nitrobacter winogradskyi*. We added a recombinant AiiA lactonase to *N. winogradskyi* cultures to degrade AHLs to prevent their accumulation and to induce a QS-negative phenotype and then used mRNA sequencing (mRNA-Seq) to identify putative QS-controlled genes. Our transcriptome analysis showed that expression of *nirK* and *nirK* cluster genes (*ncgABC*) increased up to 19.9-fold under QS-proficient conditions (minus active lactonase). These data led to us to query if QS influenced nitrogen oxide gas fluxes in *N. winogradskyi*. Production and consumption of NO_x_ increased and production of N_2_O decreased under QS-proficient conditions. Quorum quenching transcriptome approaches have broad potential to identify QS-controlled genes and phenotypes in organisms that are not genetically tractable.

## IMPORTANCE

Bacterial cell-cell signaling, or quorum sensing (QS), is a method of bacterial communication and gene regulation that is well studied in bacteria. However, little is known about the purpose of QS in many environmentally important bacteria. Here, we demonstrate quorum quenching coupled with mRNA-Seq to identify QS-controlled genes and phenotypes in *Nitrobacter winogradskyi*, a nitrite-oxidizing bacterium. Nitrite oxidizers play an important role in the nitrogen cycle though their participation in nitrification, the aerobic oxidation of ammonia to nitrate via nitrite. Our quorum quenching approach revealed that QS influences production and consumption of environmentally important nitrogen oxide gases (NO, NO_2_, and N_2_O) in *N. winogradskyi*. This study demonstrated a novel technique for studying QS in difficult-to-work-with microorganisms and showed that nitrite oxidizers might also contribute to nitrification-dependent production of nitrogen oxide gases that contribute to global warming.

## INTRODUCTION

Quorum sensing (QS) is a widespread process that bacteria use to coordinate gene expression with cell density, diffusion dynamics, and spatial distribution through the production of diffusible chemical signals (1, 2). Generally, as the density of bacterial cells increases, so does the concentration of QS signal, leading to coordinated expression of various genes in the entire bacterial population (1). The phenotypes associated with QS-controlled genes are often cooperative and stress-associated behaviors that benefit a population of bacteria, for example, biofilm formation, nutrient acquisition, luminescence, conjugation, and adaptation to stationary phase (2–4). There has been considerable interest in the study of bacterial QS, both in model systems for studying social evolution and to better understand important microbial behaviors, such as pathogenesis (1).

To date, most studies on QS have focused on model bacteria that are amenable to genetic manipulation (1). Many well-designed studies have introduced null mutations in the QS signal synthase and/or signal receptor-transcriptional regulator genes to determine what genes and phenotypes are controlled by QS (1). While this approach has significantly increased our understanding, many other QS-proficient organisms that are not easily genetically tractable have not been thoroughly studied. Through the use of bioassays, mass spectrometry, genome sequencing, and metagenomics, putative chemical signals and QS genes have been identified in representatives of proteobacteria that participate in the process of nitrification (5–10).

During nitrification, diverse genera of chemolithotrophic bacteria and/or archaea oxidize ammonia (NH_3_) to nitrite (NO_2_^−^) and then to nitrate (NO_3_^−^) (11–14). Generally, NH_3_ is oxidized to NO_2_^−^ by ammonia oxidizers, including bacteria (AOB) and archaea (AOA), while NO_2_^−^ is oxidized to NO_3_^−^ by nitrite-oxidizing bacteria (NOB). Recently, complete oxidation of NH_3_ to NO_3_^−^ (comammox) was identified in representatives of the genus *Nitrospira*, a group previously characterized as NOB (15, 16). Nitrification is a key part of the nitrogen cycle in natural, agricultural, and industrial systems and is a contributor to gas emissions of nitric oxide (NO), nitrogen oxides (NO_x_), and nitrous oxide (N_2_O), which are hazardous gases that contribute to global warming (11, 17).

In many proteobacteria, QS is accomplished through the production of acyl-homoserine lactone (AHL) signaling compounds or autoinducers (1). AHLs represent the best-studied class of autoinducer, and they are generally produced by a LuxI homolog autoinducer synthase and detected by a LuxR homolog signal receptor-transcriptional regulator (1). The *luxI* and *luxR* genes are commonly located adjacent to each other in the genome and are generally positively autoregulated (1).

One method to study AHL QS is by specifically inactivating all AHL autoinducers through the use of recombinant lactonase to promote a QS-deficient phenotype (18, 19). AiiA, an AHL lactonase identified from *Bacillus* spp., is a well-characterized enzyme that specifically hydrolyzes the homoserine lactone (HSL) ring of AHLs, regardless of the chain length of the acyl group or other moiety (20, 21). So-called “quorum quenching” approaches have been implemented through both heterologous expression in a host of interest and addition of purified AHL lactonase (18, 20, 22–24). In this study, we used purified AiiA lactonase to identify QS-controlled gene expression and phenotypes in *Nitrobacter winogradskyi*, a well-characterized NOB that is currently not genetically tractable.

The genus *Nitrobacter* consists of a ubiquitous group of NOB in the family *Bradyrhizobiaceae* isolated from soil, water, and wastewater treatment systems (13, 14). *N. winogradskyi* is a well-studied example of NOB due to its superior growth rate and growth yield compared to other NOB, and it was the first NOB shown to produce AHLs (10, 13, 14). In addition, the genome of *N. winogradskyi* has been sequenced and this bacterium has been the subject of recent global transcriptome studies (6, 25, 26). Expression of *N. winogradskyi* genes *nwiI*, encoding an autoinducer synthase, and *nwiR*, encoding a receptor-transcriptional regulator, was shown to be cell density dependent and to correlate with the AHL concentration in culture (10). The structure of the predominant AHL was identified as that of an unsaturated AHL with a 10 carbon acyl chain, C_10:1_-HSL (10). Nuclear magnetic resonance (NMR) spectroscopy analysis of AHL extracts produced via heterologous expression in *Escherichia coli* identified the isomeric form of C_10:1_-HSL (27) but suggested a location for the double bond that is different from that previously described (10). However, heterologous expression of autoinducer synthases in *E. coli* often produces AHLs that are different from those in the native strain (27, 28).

Previous attempts have been made to identify QS-controlled phenotypes in *N. winogradskyi* (10, 27). Mellbye et al. showed that the growth rate decreased as transcription of *nwiI* and *nwiR* increased and AHLs began to accumulate (10). Shen et al. observed up to a 2-fold increase or 5-fold decrease in the expression of select genes of the nitrite oxidoreductase (NXR) gene cluster after the addition of purified C_10:1_-HSL to cultures at saturating concentrations but did not observe any statistically significant phenotypic changes (27).

Here, we utilized a quorum quenching approach to identify both primary and secondary regulatory effects of AHL QS in *N. winogradskyi*. Using purified AiiA lactonase, AHLs were depleted from *N. winogradskyi* cultures and QS-controlled genes were identified through comprehensive mRNA sequencing (mRNA-Seq) analysis. Our transcriptome analysis showed that depletion of AHLs affected the expression of a significant percentage (52%) of the genetic inventory in *N. winogradskyi* and also suggested a link between QS and nitrogen oxide fluxes in this bacterium. Our experiments confirm a previous report that *N. winogradskyi* can produce N_2_O (29) and present new evidence that QS affects NO_x_ fluxes. Our work demonstrates that AiiA-mediated quorum quenching coupled with mRNA-Seq is a useful technique to identify QS-controlled genes and phenotypes in difficult-to-study organisms.

## RESULTS

### AiiA lactonase treatment of *N. winogradskyi* cultures depletes AHLs.

To determine the effect of QS inhibition in *N. winogradskyi*, we initiated and monitored three batch culture treatments: (i) AiiA lactonase treatment (QS-deficient), (ii) heat-denatured AiiA lactonase treatment (QS-proficient) (to determine if protein addition had an effect), and (iii) no-added-lactonase treatment (QS-proficient). Depending on cell density, approximately 0.28 or 0.71 µg protein ml^−1^ was added to both lactonase and heat-denatured lactonase treatments daily (see Text S1 in the supplemental material). Although the treatments showed no significant differences in nitrite oxidation rate, growth rate, or growth yield (Fig. 1A), the addition of AiiA lactonase prevented the accumulation of bioassay-detectable AHL (Fig. 1B). Lactonase-treated and heat-denatured lactonase-treated cultures were harvested on day 3 during peak signal production as observed in our previous work (10) to collect RNA for mRNA-Seq (Fig. 1).

**FIG 1:**
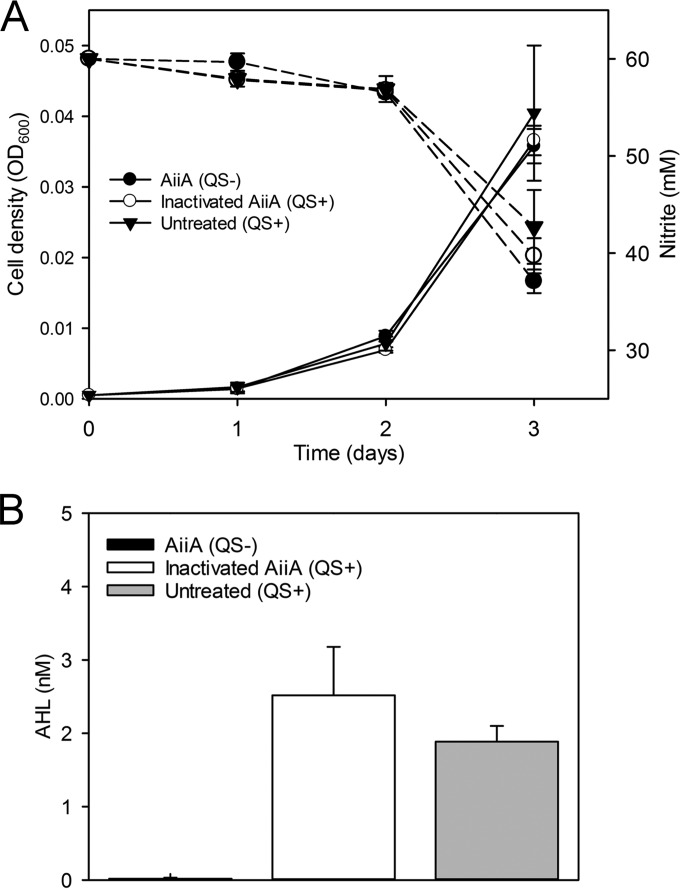
Batch culturing comparison of *N. winogradskyi* results determined under QS-proficient and -deficient conditions. (A) Closed circles represent AiiA lactonase-treated (QS-deficient) cultures, open circles represent heat-inactivated AiiA lactonase (QS-proficient) cultures, and triangles represent untreated (QS-proficient) cultures. Solid lines correspond to cell density measured as the optical density at 600 nm (OD_600_; left *y* axis), and dashed lines correspond to the NO_2_^−^ concentration in millimolar (right *y* axis) measured over time (days; *x* axis). (B) Bars indicate AHL concentrations in nanomolar (*y* axis) of AiiA lactonase-treated (QS-deficient) cultures, heat-inactivated AiiA lactonase-treated (QS-proficient) cultures, and untreated cultures (QS-proficient) when cultures were harvested on day 3. Depending on cell density, approximately 0.28 or 0.71 µg protein ml^−1^ was added to both lactonase and heat-denatured lactonase treatments daily (see Text S1 in the supplemental material). Values are the means of the results of four independent biological replicates. Error bars indicate the standard deviations of the means.

### Transcriptome responses to QS inhibition.

The transcriptome of *N. winogradskyi* under QS-deficient (AiiA-treated) conditions was compared to that present under QS-proficient (heat-denatured AiiA-treated) conditions. 

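RNA from 4 QS-proficient and 4 QS-deficient cultures is compared here through the authors' deposited table, which gives a fold and a p-value for each of 3198 features. Of these features, 3143 are protein-coding genes and 55 are rRNA, tRNA or other RNA features. Genes written as higher have more transcript in QS-proficient cells, and genes written as lower have less. The p-values were adjusted here by the Benjamini-Hochberg method over all 3198 features, and a feature passes the threshold when its adjusted p is under 0.05. For 97 features, 49 of them RNA features, the listed p is 1 and the listed fold is 1, so they carry no difference of any size. The other 3095 coding genes have a median log2 fold of -0.01, so the listed folds are centred near 0. These folds follow the authors' normalization, so the median does not show whether total transcript was alike in the 2 conditions. Values of single cultures were not analysed here, so no fold given here has a spread between cultures beside it.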

All changes in gene expression are expressed as the ratio of the number of transcripts seen under the QS-proficient treatment conditions to the number seen under QS-deficient treatment conditions. First, we validated our quorum quenching approach by noting an increase in the transcript abundance of the signal synthase *nwiI* gene and the signal receptor *nwiR* gene under QS-proficient conditions (Table 1). 

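The synthase gene nwiI (Nwi0626), whose product makes the AHL signal, is 2.54-fold higher in QS-proficient cells in the authors' deposited table. It passes the threshold (adjusted p = 6.79e-14) and ranks 419 of 3198 features by size of change. The receptor gene nwiR (Nwi0627), coding for the LuxR-type protein that binds the signal, is listed 1.29-fold higher in the authors' deposited table. For nwiR the adjusted p = 0.0676, which misses the threshold, and its fold lies at percentile 66.9 of the coding genes. When the p-values of nwiI and nwiR alone are adjusted, both pass. The genes on either side also differ: the authors' deposited table lists hypothetical gene Nwi0625 as 1.88-fold higher and the phosphoglycerate mutase gene Nwi0628 as 2.13-fold lower. Both of these neighbours pass the threshold (adjusted p = 0.00391 and 1.86e-06), and they were looked up after their values had been seen. The paper uses the increase of nwiI and nwiR as a check of its quenching approach. Its bioassay also found that active AiiA kept detectable AHL from building up. By the paper's qPCR, nwiI is 2.2-fold and nwiR 1.2-fold higher.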

As previously noted, many bacterial QS genes, particularly the signal synthase gene, are autoregulated, creating a positive-feedback loop (1, 10). In addition, levels of methionine biosynthesis transcripts increased up to 7.7-fold, possibly due to increased use of *S*-adenosyl methionine for AHL biosynthesis (Table 1). 

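All 5 methionine genes of Table 1 are higher and pass the threshold. The methylenetetrahydrofolate reductase gene Nwi0284, which supplies the methyl group for methionine, is 7.66-fold higher in the authors' deposited table, the methionine synthase gene metH (Nwi0283) beside it 2.33-fold, and the second methionine synthase gene Nwi2890 1.55-fold. The metW gene Nwi0586 is 1.46-fold higher and Nwi0403, which the authors' deposited table describes as a cobalt chelatase subunit (cobalamin synthesis), 2.20-fold. Adjusted p-values run from 1.05e-38 for Nwi0284 to 0.00362 for Nwi0586. The S-adenosylmethionine synthetase gene Nwi2378, whose enzyme turns methionine into S-adenosylmethionine, is in the paper's Table S1 but not in Table 1. It is 2.46-fold higher in the authors' deposited table (adjusted p = 1.15e-14). In a list of 8 methionine and S-adenosylmethionine genes fixed by annotation, 5 are higher, 1 is lower and 2 do not pass. Adjusted over the list alone the counts are 5 and 1. The 5 higher genes are Nwi2378 and the Table 1 genes Nwi0283, Nwi0284, Nwi0586 and Nwi2890. The lower gene is the nucleosidase gene Nwi3067, which breaks down by-products of S-adenosylmethionine use, at 1.83-fold lower in the authors' deposited table. Against the other coding genes the list holds more higher genes (Fisher's exact test p = 0.0243), but not after adjustment over all lists (adjusted p = 0.119). The paper proposes that AHL synthesis draws on S-adenosylmethionine; transcripts do not measure that use. The genes of Table 1 were chosen on these samples and are not independent evidence, and neither is the list that holds most of them.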

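QS-proficient and QS-deficient cells differ in 1483 of 3198 features (46.4%), with 756 higher and 727 lower. The changes are mostly small: the median size among these features is 1.92-fold, and 1259 of them (84.9%) lie at 3-fold or less. Lower genes with a listed p of 0 include the elongation factor G gene Nwi1361, which drives ribosome movement, and the trigger factor gene tig (Nwi1900), a ribosome-bound chaperone. In the authors' deposited table these are 2.82-fold and 3.76-fold lower, and they belong to 10 features listed with a p of 0, every one of them lower. A listed 0 may be a limit of the computation, so it does not rank these genes above others. For the assimilatory nitrite reductase gene nirB (Nwi0719), also lower, the authors' test gave p = 8.91e-96. The smallest fold that passes is 1.27-fold. A further 143 features have an unadjusted p of at most 0.05 and miss the threshold after adjustment, nwiR among them. With 4 cultures per condition the table supports calls on small folds, but a small fold is also where an unmodelled difference between cultures would matter most.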

The transcriptome analysis revealed 1,631 genes showing statistically significant changes in expression in QS-proficient cells, but many changes were <3-fold (see Table S1 and Dataset S1 in the supplemental material). In total, expression of 1,346 genes changed marginally and expression of 237 genes changed >3-fold between QS-deficient and QS-proficient conditions (see Dataset S1). 

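Changes above 3-fold that pass the threshold number 224, with 131 higher and 93 lower. They include the cytochrome gene Nwi2650 of the nirK cluster and nnrS (Nwi0557) on the higher side, and nirB (Nwi0719) and the ribosomal protein gene rpsL (Nwi1359) on the lower side. Hypothetical proteins make up 74 of the 224 and transposases 13. Another 44 features exceed 3-fold and miss the threshold. Among those, the sigma factor gene Nwi1966, annotated as a possible FecI regulator of iron uptake and singled out after its value was seen, is 14.5-fold higher in the authors' deposited table with an adjusted p = 0.0749. The gene Nwi1924, of unknown function, passes the threshold (adjusted p = 2.78e-10) but lies just under the 3-fold limit, and was singled out after its value was seen. At a limit of 2-fold the number rises to 671.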

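Translation genes (category J) changed mainly downward: of 152 genes, 25 are higher and 66 lower, or 59.9% changed. Examples from the authors' deposited table are the initiation factor gene infA (Nwi0312), 2.65-fold lower, and the phenylalanyl-tRNA synthetase gene pheS (Nwi0066), 2.34-fold lower, while the leucyl-tRNA synthetase gene leuS (Nwi0091) is 1.57-fold higher. Amino acid genes (E) reach 59.8% of 179 genes, with 48 higher and 59 lower; the glycine cleavage gene gcvT (Nwi1286) is among the lower genes. Carbohydrate genes (G) reach 62.0% of 100 genes, with 24 higher and 38 lower, and the alpha amylase gene Nwi1209 is among the lower genes. Nucleotide genes (F) reach 55.3% of 47 genes, with 9 higher and 17 lower. Cell division genes (D, 66.7% of 24) and signal transduction genes (T, 61.2% of 49) lie as high, while replication and repair genes (L) lie at 42.0% of 174. Category L also takes in transposase genes, and how many of its 174 genes they are was not counted. Of 115 transposases with a usable test, in any category or none, 32.2% changed. Over all 2048 genes with a category, 52.1% changed. By Fisher's exact test against the other genes with a category, no category of 20 passes after adjustment (adjusted p = 0.261 for J, E and G, 0.961 for F and 0.109 for L), and 2 of them, E and L, have an unadjusted p under 0.05. Each gene was counted under the first letter it carries. For 696 genes more than 1 letter is listed, in alphabetical order, and this number includes genes with repeats of the same letter. Where the letters of a gene differ, the order favours early letters.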

Grouping the expression changes into clusters of orthologous groups (COG) functional categories, COGs associated with the process of translation as well as nucleotide, carbohydrate, and amino acid metabolism and transport substantially (>60% of category COGs) changed in expression (Fig. 2). 

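With a fold above 2 required as well, translation genes (J) stand out: 49 of 152 still count, 8 higher and 41 lower, a share of 32.2% and the highest of 20 categories. This is the only category past the threshold by Fisher's exact test (adjusted p = 0.0409). Transcription genes (K), among them the sigma factor genes Nwi3045 and Nwi2303, come next at 31.8% of 110 genes with 23 higher and 12 lower. Carbohydrate genes (G) drop to 16.0%, rank 17, and the glycogen phosphorylase gene Nwi1204, lower by less than 2-fold and picked after its value was seen, is among those that no longer count. Amino acid genes (E) stand at 22.3% and nucleotide genes (F) at 27.7%, beside 21.8% over all genes with a category. The category shares with and without the 2-fold requirement correlate with a Spearman rho of 0.51 (one-sided permutation p = 0.0121). The 446 genes counted with the requirement are a part of the 1067 counted without it, so some correlation is built in. The permutation p does not allow for that overlap, so it cannot show whether the order of the categories is kept. Carbohydrate genes move from above the overall share to below it.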

We observed a similar trend whether an expression cutoff (e.g., 2-fold cutoff) was applied or not; thus, all of the data were included in the COG analysis.

**TABLE 1:** QS-dependent changes in gene expression in *N. winogradskyi*

Gene category or number(s)	Gene name(s)	Description or role	Fold change^a^
Quorum sensing			
Nwi0283, Nwi0284, Nwi0403, Nwi0586, Nwi2890	*metH*, *metW*	Methionine biosynthesis	1.5 to 7.7
Nwi0626	*nwiI*	Autoinducer synthase	2.5
Nwi0627	*nwiR*	AHL-binding LuxR	1.3
Biosynthetic metabolism			
Nwi0719, Nwi0720	*nirBD*	Assimilatory nitrite reductase	−2.5 to −9.3
Nitrogen metabolism			
Nwi2648	*nirK*	Putative nitrite reductase, NO production/consumption	2.2
Nwi2653–Nwi2649	*ncgABC*	*nirK* cluster genes, NO production/consumption	2.7 to 19.9
NO and/or guanine nucleotide signaling			
Nwi0500		Diguanylate cyclase/phosphodiesterase	3.7
Nwi0529, Nwi0597–Nwi0599, Nwi1111, Nwi1121–Nwi1124, Nwi1130, Nwi1132–Nwi1134	*flhA*, *fliH*, *fliG fliF*, *flgI*, *flgG*, *flgF*, *fliL*, *fliM*, *fliP*, *flgB*, *flgC*, *fliE*	Flagellum biosynthesis/assembly	−1.3 to −2.6
Nwi0557	*nnrS*	NO-related gene product	8.1
Nwi1922		RelA/SpoT homolog	2.3
Nwi2061		Crp domain regulator	8.9
Nwi2151		Ppx/GppA phosphatase	3.2

a Fold change data correspond to the difference in mRNA transcript levels between AiiA-treated QS-deficient cells and QS-proficient cells (*P* ≤ 0.05, *n* = 4).

**FIG 2:**
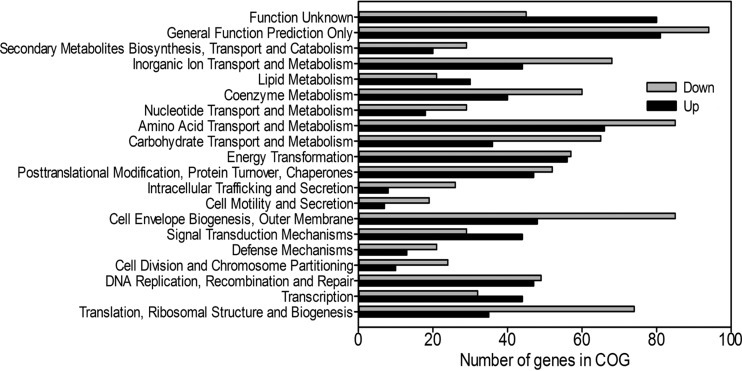
Clusters of orthologous group (COG) assignments of gene expression under QS-proficient conditions. Bars indicate the number of genes with increased expression (black) or the number of genes with decreased expression (gray) under QS-proficient conditions for each functional group. A quantity of 100 genes corresponds to 3.2% of COG assignments in the genome. In total, 56.3% of the COG assignments changed in expression level. Expression changes correspond to the difference in mRNA transcript levels between AiiA-treated QS-deficient cells and QS-proficient cells (*P* ≤ 0.05).

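Of the 2060 genes with a COG category, 1067 (51.8%) pass the threshold after adjustment. Genes without a category changed less often, at 414 of 1047 (39.5%) against 52.1% of the 2048 categorized genes with a usable test (Fisher's exact test p = 3.47e-11). Yet several of the largest changes lie among the genes without a category, such as the hypothetical genes Nwi1197 and Nwi2418 and the cytochrome gene Nwi2650 of the nirK cluster. A summary by COG category therefore leaves these genes out. An unadjusted p of at most 0.05 gives 56.1% of the 2060 genes.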

Based on previous work that suggested that QS is autoregulated in *N. winogradskyi* (10), we used SCOPE to search for *lux*-box-like inverted repeat motifs upstream of *nwiI* and *nwiR* (see Text S1 and Fig. S2 in the supplemental material) (30). 

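The nirK cluster (Nwi2648 to Nwi2653) and the phosphatase gene Nwi2151 are higher, but the 27 genes whose loci could be read from Table S2 go both ways: 17 are higher, 9 are lower and nwiR does not pass the threshold. On the higher side, the authors' deposited table lists the hypothetical gene Nwi2908 at 6.63-fold, the outer membrane protein gene Nwi3028 at 6.18-fold, the hypothetical gene Nwi1972 at 4.35-fold and the caspase-like peptidase gene Nwi2846 at 3.49-fold. On the lower side, the authors' deposited table lists a transposase gene (Nwi0781) at 4.60-fold, the ribosomal protein L25 gene Nwi2512 at 3.81-fold, rpsM (Nwi1386) at 3.71-fold and rpsD (Nwi1316) at 3.07-fold, the last 3 being parts of the ribosome. Table S2 places a site only upstream of Nwi2653 in the nirK cluster, so the 6 genes of the cluster share 1 site. With the cluster counted once, motif A has 2 higher and 2 lower of 5, and the genes of both motifs 12 higher and 9 lower of 22. Motif B has 10 higher and 7 lower of 18, and nwiR belongs to both. The paper proposes direct activation of the nirK cluster and of the phosphatase gene through these motifs. Binding was not measured. The genes were selected on these samples, and no genome sequence was used here to count motif sites beside genes that did not change.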

Two different motifs (motif A and motif B) were identified that suggested that QS directly activates *nirK* cluster genes, as well as the stringent response secondary messenger system mediated through GppA phosphatase, and expression of several other genes (see Fig. S1 and Table S2).

### Nitrite metabolism and signal transduction genes are induced under QS-proficient conditions.

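The 10 largest increases among features past the threshold are mostly in genes of unknown function. After the nirK cluster gene Nwi2650, the authors' deposited table lists the hypothetical genes Nwi1197 (18.6-fold), Nwi0839 (16.4-fold), Nwi2418 (16.0-fold), Nwi2984 (12.4-fold), Nwi1264 (11.6-fold), Nwi1602 (9.44-fold), Nwi2379 (9.0-fold) and Nwi1499 (8.96-fold). The remaining gene of the 10 is the multicopper oxidase gene Nwi2651 of the nirK cluster. Nwi2379 lies next to the S-adenosylmethionine synthetase gene. The 10 largest decreases past the threshold are led by the hypothetical gene Nwi0313 and by ribosomal protein genes: the authors' deposited table gives 12.4-fold for Nwi0313, 12.1-fold for rpsL (Nwi1359), 11.5-fold for the S7 gene Nwi1360, 9.44-fold for the peptidyl-tRNA hydrolase gene Nwi2511, which recycles stalled tRNA, 8.41-fold for rpsU (Nwi0999) and 8.28-fold for rpsF (Nwi1691). The helicase gene Nwi0314, next to Nwi0313, is 6.96-fold lower in the authors' deposited table. The others of the 10 decreases are nirB (Nwi0719), the hypothetical gene Nwi1547 and the gene transfer agent homologue Nwi1173. Transposases were left out of both groups, and all 20 genes pass the threshold, with adjusted p = 0.0428 for Nwi0839 as the weakest. Abundance and overlap between cultures were not assessed, so how many reads stand behind a large fold is unknown.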

An in-depth scan of the QS transcriptome of *N. winogradskyi* showed that the largest changes in expression involved genes encoding proteins associated with biosynthetic metabolism, nitrogen metabolism, and signal transduction, particularly those associated with nitrite metabolism (Table 1). Under QS-proficient conditions, assimilatory nitrite reductase gene *nirBD* decreased in expression up to 9.3-fold, suggesting imminent growth arrest and induction of the stringent response, as nitrite was the sole nitrogen source in the medium (Table 1). In addition, expression of nitrite reductase gene *nirK* increased 2.2-fold whereas expression of *nirK* cluster genes, including *ncgABC*, increased up to 19.9-fold under QS-proficient conditions (Table 1). Furthermore, expression of Nwi0557, a homolog of *nnrS*, a putative NO-responsive membrane protein gene, increased 8.1-fold (Table 1). These changes suggest a possible link between QS effects on N biosynthesis metabolism and NO_x_ metabolism.

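The nirB gene (Nwi0719) is 9.31-fold lower and its partner nirD (Nwi0720), coding for the small Rieske-type subunit, 2.52-fold lower in the authors' deposited table. Both pass the threshold (adjusted p = 2.59e-93 and 7.43e-06), and nirB ranks 15 of 3198 features by size. Other ammonium assimilation genes are lower too: the authors' deposited table gives 3.79-fold for the P-II regulator gene Nwi1903 and 2.78-fold for the glutamine synthetase gene Nwi1904 beside it, the latter looked up after its value was seen. Another P-II regulator gene, Nwi0076, goes the other way and is 2.15-fold higher in the authors' deposited table. Genes for glutamate synthase, which passes nitrogen on to amino acids, do not pass. A list of 8 assimilatory nitrogen genes was made of nirB, nirD and genes taken by annotation. In it 4 are lower, nirB and nirD among them, and 1 is higher, with the same counts when adjusted over the list alone. The list's median log2 fold is -0.80, below 99.0% of random lists of its size, but the excess of lower genes does not pass Fisher's exact test (adjusted p = 0.266). From the decrease of nirBD the paper proposes coming growth arrest and induction of the stringent response. It also reports that growth rate and yield did not differ significantly between the treatments. These transcripts do not measure growth. The 2 nirBD genes were chosen on these samples, so the counts and median of the list that holds them are not independent evidence.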

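All 6 genes of the cluster are higher. In the authors' deposited table, nirK (Nwi2648), the nitrite reductase gene, is 2.16-fold higher, the cytochrome c genes Nwi2649 and Nwi2650 5.80-fold and 19.9-fold, and the multicopper oxidase gene Nwi2651 9.03-fold. The cytochrome c biogenesis-like gene Nwi2652 is 8.30-fold higher and the regulator-like gene Nwi2653 2.73-fold in the authors' deposited table. Nwi2650 has the largest change of all 3198 features, and nirK ranks 663. Each passes the threshold, with adjusted p from 7.65e-64 for Nwi2652 to 0.00162 for nirK. The change stops at the ends of the cluster: the GGDEF-domain gene Nwi2647, a candidate for cyclic di-GMP signalling on the same strand, is 2.12-fold lower in the authors' deposited table, and the antiporter gene Nwi2654, looked up after its value was seen, is not past the threshold (adjusted p = 0.307). As a list the 6 genes hold more higher members than the other coding genes (Fisher's exact test, adjusted p = 0.00556), and adjusted over the list alone all 6 pass. The cluster was named by the paper on these samples, so this test is not independent evidence. All 6 genes lie on 1 strand, and the test counts each of them as a separate gene.

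**Figure D1:**
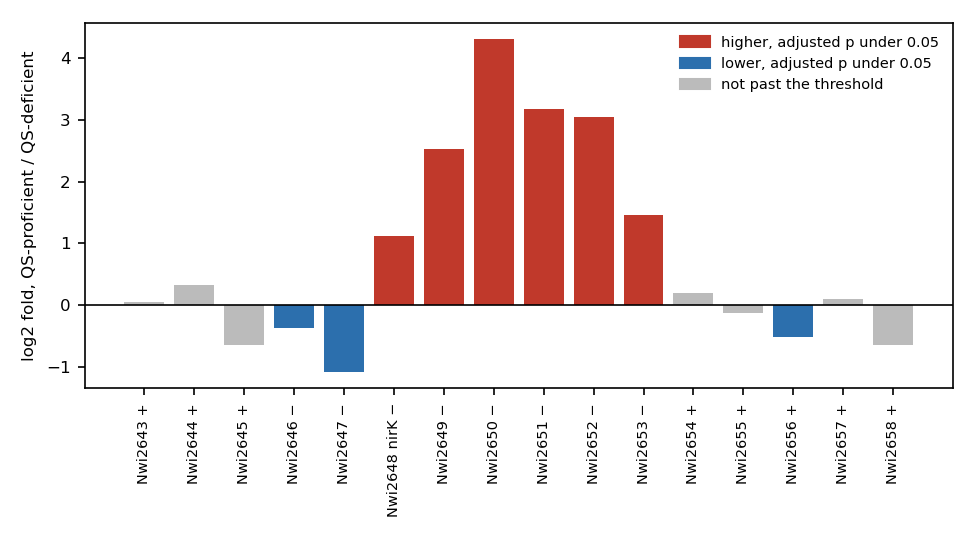
Log2 fold of the genes from Nwi2643 to Nwi2658 in genome order, with the strand after each name. Red bars are higher and blue bars lower in QS-proficient cells past an adjusted p of 0.05; grey bars do not pass.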

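The nnrS homolog Nwi0557, coding for a membrane protein linked to NO, is 8.11-fold higher in the authors' deposited table. It passes the threshold (adjusted p = 8.18e-53), ranks 26 of 3198 features by size and lies at percentile 99.5 of the coding genes. Among other nitrogen genes, the genes annotated to nitrite oxidoreductase, the enzyme that oxidizes nitrite for energy, do not all move together. The alpha subunit gene Nwi2068 and the beta subunit gene Nwi0965 are 3.76-fold and 2.67-fold higher in the authors' deposited table, while the delta subunit gene Nwi0777 is 2.18-fold lower. Of the 6 nitrite oxidoreductase genes, 3 are higher, 1 is lower and 2 do not pass, with the same counts adjusted over the list alone. Their excess of higher genes does not pass Fisher's exact test (adjusted p = 0.344).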

QS-proficient conditions also changed the expression levels of several genes involved in signal transduction and flagellum biosynthesis. 

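All 4 of the paper's guanine nucleotide genes are higher and pass the threshold. The authors' deposited table gives 8.91-fold for the Crp domain regulator gene Nwi2061, 3.67-fold for the diguanylate cyclase/phosphodiesterase gene Nwi0500, 3.15-fold for the Ppx/GppA phosphatase gene Nwi2151 and 2.34-fold for the RelA/SpoT gene Nwi1922, which makes or breaks down ppGpp. Adjusted p-values run from 1.61e-35 for Nwi2061 to 2.07e-13 for Nwi1922, and Nwi2061 ranks 21 of 3198 features by size. Most other genes of this kind do not pass. In a list of 21 second messenger genes fixed by annotation, 9 are higher, 1 is lower (Nwi2647) and 11 do not pass; adjusted over the list alone, 9 and 1 pass. The excess of higher genes does not pass Fisher's exact test (adjusted p = 0.221), and the list median of 0.33 (log2) lies above 92.9% of random lists. The 4 genes were selected on these samples from this larger group, and nucleotide levels were not measured.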

Guanine nucleotide secondary messenger (e.g., ci-di-GMP, ppGpp) biosynthesis and response genes, including genes encoding a diguanylate cyclase/phosphodiesterase homolog (Nwi0500), a Crp domain regulator (Nwi2061), a RelA/SpoT homolog (Nwi1922), and Ppx/GppA phosphatase (Nwi2151), increased in expression by 2.3- to 8.9-fold (Table 1). 

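Of the 13 flagellum loci that Table 1 lists, 10 are lower past the threshold. In the authors' deposited table the largest decreases are those of the rod gene flgC (Nwi1133), 2.57-fold, the rod gene flgF (Nwi1122), 2.18-fold, and the motor switch gene fliM (Nwi1124), 2.09-fold. The ring gene fliF (Nwi0599) is 1.81-fold lower and the export gene flhA (Nwi0529) 1.64-fold lower in the authors' deposited table. The other 3 of the 13 are fliG, fliH and flgB, with adjusted p = 0.106, 0.0794 and 0.0687. Adjusted over the 13 loci alone, 12 pass. For fliG (Nwi0598), the authors' deposited table gives p = 0.0543. In a list of 27 flagellum genes fixed by annotation, 10 are lower and 16 do not pass, with the same 10 when adjusted over the list alone. This list holds all 13 loci of Table 1, and its 10 lower genes are all among them. The outer ring gene flgH (Nwi1119) is the exception, 1.81-fold higher in the authors' deposited table (adjusted p = 0.00870). The list median log2 fold is -0.39, below 97.7% of random lists, but the excess of lower genes does not pass Fisher's exact test (adjusted p = 0.282). Of 5 chemotaxis genes, which steer the flagellum, 1 (Nwi0521, CheW-like) is higher, and none passes when adjusted over that list alone. The 13 loci were chosen on these samples, so the lower genes and the median of the list that holds them are not independent evidence.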

Fourteen genes associated with flagellum biosynthesis and assembly decreased in expression up to 2.6-fold (Table 1). That said, no obvious phenotype differences, such as changes in motility, biofilm, or aggregate formation, were observed under QS-proficient or -deficient conditions.

### Quorum sensing in *N. winogradskyi* influences NO_x_ fluxes.

Following the transcriptome analysis prediction that QS affects nitrite metabolism through expression of *nirK* cluster genes, production and consumption of NO_x_ gases by *N. winogradskyi* were measured. In order to observe the biggest difference in gas fluxes, cells were incubated at high cell density in sealed vials conducive to AHL accumulation. Preliminary tests detected abiotic NO_x_ accumulation in the headspace above sterile nitrite-containing growth medium, most likely due to the aqueous chemical decomposition of protonated NO_2_^−^ (nitrous acid [HNO_2_; also known as HONO]) to NO and NO_2_, collectively referred to as NO_x_ gases (31). Therefore, we included both heat-killed cells and sterile medium controls along with our QS-proficient and -deficient treatments in the experiments. NO_x_ gas measurements were made from such suspensions of concentrated QS-proficient or -deficient *N. winogradskyi* cells during 24 h of NO_2_^−^ oxidation. We predicted that an increase in expression of the *nirK* cluster genes under QS-proficient conditions would either increase NO_x_ production as earlier studies have suggested (32–34) or decrease NO_x_ production by consuming NO as previously reported (34–36).

A statistically significant (*P* < 2 × 10^−6^) accumulation of NO_x_ (measured as parts per billion [ppb] by volume) was registered for both QS-proficient and -deficient treatments (approximately 1,699 and 1,240 ppb, respectively) after 2 h of incubation, compared to the accumulations seen with medium alone and with heat-killed cell controls (approximately 87 and 213 ppb, respectively) (Fig. 3A). The peak NO_x_ accumulation in both the QS-proficient and -deficient treatments was transient and was followed by the disappearance of NO_x_ as NO_2_^−^ was consumed by *N. winogradskyi* (Fig. 3). In contrast, heat-killed cells and medium-alone controls slowly accumulated NO_x_ in the headspace over time and NO_2_^−^ concentrations did not change significantly (Fig. 3). The pH of *N. winogradskyi* cultures and controls did not change significantly during the experiments (data not shown). Although these data suggest that some abiotic NO_x_ accumulation occurred in the controls without *N. winogradskyi* cells, transient NO_x_ production occurring during active NO_2_^−^ oxidation by *N. winogradskyi* was significantly greater than that seen with the controls. QS-proficient cells both produced and consumed NO_x_ at significantly greater rates (*P* < 0.003) than AiiA-treated, QS-deficient cells (Fig. 3A). Addition of heat-denatured AiiA to either growth medium or heat-killed cell controls did not affect the rate of NO_x_ accumulation or consumption (data not shown). QS-proficient cells produced approximately 756 ppb NO_x_ h^−1^ during the initial 2 h of the experiment, while QS-deficient cells produced 514 ppb NO_x_ h^−1^ (Fig. 3A). Between h 4 and h 8, the net levels of consumption of NO_x_ by QS-proficient and QS-deficient cells were 262 ppb h^−1^ and 191 ppb h^−1^, respectively (Fig. 3A).

**FIG 3:**
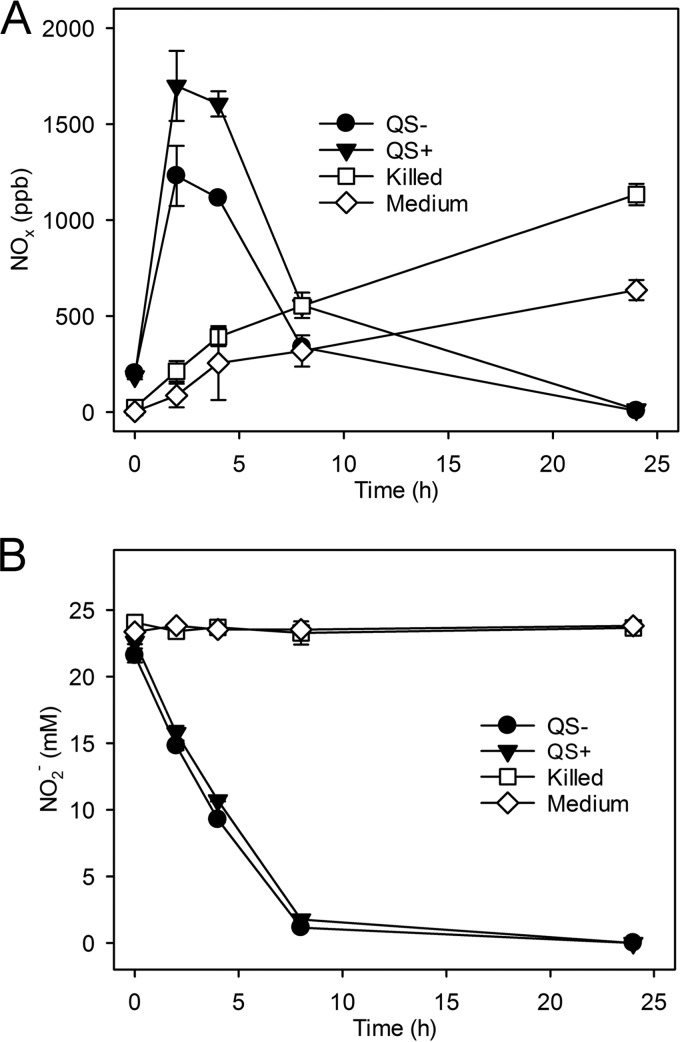
QS-dependent production and consumption of NO_x_ gases in *N. winogradskyi*. Closed circles (QS−) indicate AiiA lactonase-treated (QS-deficient) cells, closed triangles (QS+) indicate untreated cells (QS-proficient), open squares (killed) indicate heat-inactivated cell controls, and open diamonds (medium) indicate sterile medium controls. All measurements were made over 24 h (*x* axis). (A) Values correspond to NO_x_ gases accumulated in the headspace measured as parts per billion (ppb; *y* axis). (B) Values show NO_2_^−^ concentrations (millimolar; *y* axis) in solution. Values are the means of the results of four independent biological replicates. Error bars indicate the standard deviations of the means.

### QS inhibition increases N_2_O production by *N. winogradskyi*.

Following a previous unsubstantiated report of N_2_O production by *Nitrobacter* species (29), we measured N_2_O accumulation by both QS-proficient and -deficient concentrated *N. winogradskyi* cells after 24 h of NO_2_^−^ oxidation. Despite the absence of a known nitric oxide reductase gene (*nor*) in the *N. winogradskyi* genome, *N. winogradskyi* cells accumulated significantly (*P* < 0.002) more N_2_O than either growth medium alone or heat-killed cell controls (Fig. 4). AiiA-treated, QS-deficient cells accumulated approximately 525 ppb N_2_O, 1.68-fold more N_2_O than QS-proficient cells (313 ppb N_2_O) (*P* < 0.0001) (Fig. 4). In addition, the molar ratio of NO_x_-N at 2 h to normalized N_2_O-N accumulated at 24 h (after all NO_x_ was consumed) was considerably higher (6.90 NO-N/N_2_O-N ratio) than that seen under QS-deficient conditions (2.78 NO-N/N_2_O-N ratio). These data suggest that QS also affects N_2_O production by *N. winogradskyi*, likely through changes in NO_x_ fluxes.

**FIG 4:**
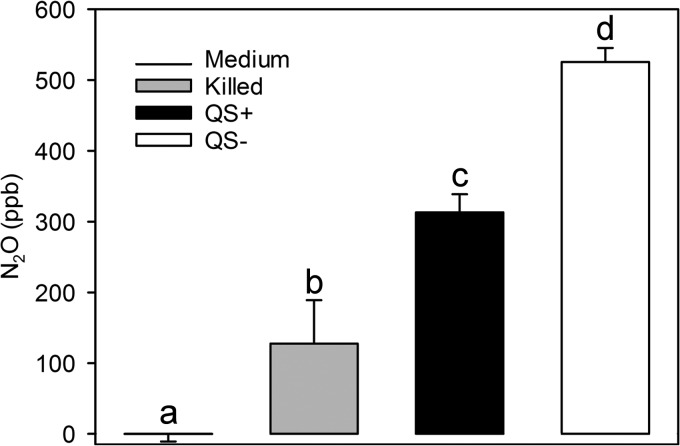
QS-dependent production of N_2_O by *N. winogradskyi*. N_2_O accumulation in headspace is shown as parts per billion above atmospheric N_2_O (ppb; *y* axis). The dark line (medium) indicates medium controls, the light gray bar (killed) indicates heat-inactivated cell controls, the black bar (QS+) indicates untreated QS-proficient cells, and the white bar (QS−) indicates AiiA lactonase-treated QS-deficient cells. Values are the means of the results of four independent biological replicates. Error bars indicate the standard deviations of the means. Different letters represent significant differences between treatments determined by a one-way analysis of variance (*P* < 0.0001, *n* = 4).

## DISCUSSION

### Quorum quenching transcriptomics is a novel technique to identify QS-controlled genes and phenotypes.

We used a quorum quenching transcriptomic technique to investigate the role of QS in *N. winogradskyi*, a nitrite-oxidizing bacterium that participates in the nitrogen cycle. Our experiments identified a QS-controlled phenotype and revealed a link between QS and NO_x_ metabolism in a nitrifying microorganism. While mutational analysis is the preferred method to study QS, there are many bacteria, including those of environmental importance, with no established genetic system and new techniques are needed to determine the purpose of QS in these organisms. Quorum quenching also represents a different methodology to study animal pathogens and social evolution (20, 22–24). Mutant construction in most bacteria takes several generations of selection that may introduce unintended changes, particularly during social-evolution experiments. As previously suggested, quorum quenching through addition of a lactonase or chemical inhibitor is a quicker method to induce a QS-deficient phenotype without the need for several generations of selection and the possibility of pleiotropic effects (23, 24, 37).

### NO_x_ metabolism in *N. winogradskyi*.

NO production and consumption in *N. winogradskyi* have generated considerable interest and confusion for almost 30 years. Earlier work by Freitag et al. and Freitag and Bock suggested that *Nitrobacter* strains consume NO to generate NADH and produce N_2_O under various conditions (29, 35). Starkenburg et al. published the sequenced genome of *N. winogradskyi* and noted that it lacked the gene(s) known to produce N_2_O but possessed a putative NO-producing gene, *nirK*, and *ncgABC*, closely related to homologs in *N. europaea* (6). However, later work by Starkenburg et al. could not confirm production of NO by *N. winogradskyi* when *nirK* was expressed but did show that *N. winogradskyi* was able to consume NO (36). Coculture studies of the AOB *Nitrosomonas europaea* and *N. winogradskyi* suggest that *N. winogradskyi* may consume NO, as less NO accumulated during coculture but expression of *nirK* in *N. winogradskyi* increased (25, 38). Finally, the studies described above and work on other NOB and AOB were incorporated into a multispecies metabolic model to assess sources and sinks of NO in relation to N_2_O production during wastewater treatment (34). The model predicts that NOB likely oxidize NO to NO_2_^−^ but do not substantially contribute to N_2_O production (34).

Our quorum quenching transcriptomics approach led us to investigate production and consumption of NO_x_ gases in *N. winogradskyi* and showed that *N. winogradskyi* may function as a source and/or a sink of NO_x_ and N_2_O. We hypothesized that if increased expression of *nirK* and associated genes under QS-proficient conditions increased the concentration of NO_x_ gases, then more NO would be available for abiological or nonspecific mechanism-based reduction to N_2_O. Contrary to our prediction, QS-deficient cells produced significantly more N_2_O than QS-proficient cells. A closer inspection of the molar ratio of peak NO_x_-N and N_2_O-N produced shows that QS-proficient cells not only produced more NO_x_ than QS-deficient cells but also directed considerably less of the NO_x_ to the N_2_O pool than QS-deficient cells. These data possibly suggest consumption of NO_x_ via oxidation back to nitrite and, subsequently, nitrate, as previously suggested (36), or that there are alternate fates for NO such as unspecified signaling roles.

Note that *N. winogradskyi* produced considerably less N_2_O than NO, as previously predicted (34). *N. winogradskyi* does not contain a known nitric oxide reductase (nor), and, while our data show that some of the N_2_O formation is dependent on live cells, there may be abiotic reactions of NO with cellular components as has been recently suggested during ammonia oxidation by *Thaumarchaeota* (39). This hypothesis may partially explain why QS-deficient cells produce more N_2_O, since their consumption of NO_x_ is slower than that by QS-proficient cells.

Considering the close homologies between *nirK* and *ncgABC* of *N. winogradskyi* and *N. europaea*, the two gene clusters may serve similar purposes. In *N. europaea*, both *nirK* and *ncgABC* were shown to confer tolerance to NO_2_^−^, but *nirK* had a negative fitness effect in *ncgABC* mutants (40, 41). Our observation of an up to 19.9-fold increase in *ncgABC* transcripts (Table 1; see also Table S1 and Dataset S1 in the supplemental material) under QS-proficient conditions suggests that these genes may play a role in NO_x_ consumption or detoxification in *N. winogradskyi*, but future work is needed to investigate this prediction.

One interesting observation arising from our work on NO_x_ flux is the abiotic generation of NO_x_ from NO_2_^−^, likely via chemical decomposition of aqueous HNO_2_ or of its gaseous analog, HONO. Although this phenomenon was studied extensively in the past (31), reviewed in the nitrification and engineering fields (33), and recently appreciated in soils (42, 43), most studies in the nitrification and environmental engineering fields have still largely ignored it. Many studies on nitrifying microorganisms, particularly NH_3_ oxidizers, routinely measure NO but do not account for NO_x_ generated abiotically from the NO_2_^−^ end product of NH_3_ oxidation. In addition, many metabolic modeling studies, including an important study cited here modeling NO and N_2_O turnover (34), have not included abiotic formation of NO as a significant source. Clearly, future models and studies need to consider the contribution of abiotic reactions to NO_x_ production.

### Why does QS regulate NO_x_ metabolism?

The immediate rapid generation of NO by concentrated *N. winogradskyi* cells is an initially puzzling response for a NO_2_^−^ oxidizer, since reductant would be required to reduce NO_2_^−^ to NO. However, metabolic modeling of electron flow in *Nitrobacter* has suggested that generation and consumption of NO would help explain previous experimental data (32). Some support for QS regulation of this metabolic response recently emerged, as *Nitrobacter* accumulated fewer AHLs under mixotrophic than under autotrophic growth conditions, perhaps also suggesting less generation of NO when organic carbon is available (27). Another possible explanation is the model proposed by Starkenburg et al. that suggests that NO production is a strategy to reversibly block the terminal cytochrome oxidase and redirect electrons toward generation of reductant (36). This hypothesis would make sense if one role for QS is to promote redirection of electrons away from reductive cellular biosynthesis and toward generation of electron-rich storage compounds such as poly-β-hydroxybutyrate as previously reported (6).

In other bacteria, QS generally controls production of a public good that can be used by the entire population (1). According to previous reports that *Nitrobacter* generates NADH from NO oxidation (35), an increase in NO generation at higher cell densities (QS-proficient conditions) may function as a public good for energy generation. NO generated in a large population of *Nitrobacter* is more likely to be utilized by nearby *Nitrobacter* cells and may benefit the population.

Another possible function for QS regulation of the *nirK* cluster and other genes could be preparation for stationary phase, partially through NO signaling. Signal integration of QS and stress responses has been previously demonstrated in *Pseudomonas aeruginosa* and other bacterial species (3). Transcriptome data suggest that QS-proficient conditions both prepare for growth arrest via repression of assimilatory nitrite reductase *nirBD* and induction of the stringent response and promote transition from a motile to sessile state through inhibition of flagellar expression and possible guanine secondary messenger signaling (Table 1). Many of these and other changes in transcription could be indirect effects of NO signaling. According to transcriptome data, QS activation triggers transcription of a putative *nnrS* homolog (Table 1). While the role of *nnrS* in *N. winogradskyi* is unknown, this gene was previously shown to be transcribed during exposure to NO and to regulate chemotaxis in *Rhodobacter sphaeroides* (44, 45). NnrS has recently been proposed to function as an NO sensor (46), and we speculate that it may serve a similar role in *N. winogradskyi*. NO signaling would also be a convenient way to detect nearby AOB, since some NO is produced via NH_3_ oxidation.

The identification of QS regulation of NO_x_ metabolism in *N. winogradskyi* raises questions about NO_x_ metabolism in other NOB. A cursory search of genomic databases shows that all NOB and comammox bacteria contain *nirK* homologs and that all except *Nitrococcus* and *Nitrolancea* contain *nnrS* homologs but that only *Nitrobacter* species contain both *ncgABC* and clearly annotated autoinducer synthase and receptor genes associated with QS. Since *Nitrobacter* species are *r*-strategists with the ability to exploit higher substrate concentrations and sporadically grow to higher densities, they may make better use of cell-density-dependent QS genetic regulation (10, 47). In addition, as *r*-strategists, *Nitrobacter* species might use QS-controlled preparation for starvation as an important strategy to recognize transitions to an unfavorable energy-limited situation (48). Future research into *nirK* function in NOB is needed to confirm the role of *nirK* and *nnrS* in NO_x_ fluxes and to determine if NO signaling occurs in these microorganisms.

## MATERIALS AND METHODS

### Chemicals.

*N*-Decanoyl-dl-homoserine lactone (C_10_-HSL) was purchased from Sigma-Aldrich (St. Louis, MO). Acetic acid and high-performance-liquid-chromatography (HPLC)-grade ethyl acetate were purchased from VWR International (Radnor, PA) and EMD Chemicals (Darmstadt, Germany), respectively.

### Bacterial strains, plasmids, and growth medium.

Bacterial strains and plasmids used in this study are outlined in Table S3 in the supplemental material. *N. winogradskyi* was routinely cultivated in 60 mM NaNO_2_-supplemented mineral salts medium as described previously (26), with minor modifications for NO_x_ and N_2_O measurements (see Text S1 in the supplemental material and the descriptions of AiiA QS inhibition and culturing experiments below). *N. winogradskyi* cultures were routinely screened for heterotrophic contamination by plating 200-µl aliquots of culture on Luria-Bertani (LB) agar plates. *Agrobacterium tumefaciens* was prepared and cultivated as described elsewhere (49, 50). *Escherichia coli* strains were grown in LB medium on a rotatory shaker at 200 rpm and 37°C.

### AiiA lactonase production and activity measurement.

Plasmid pDSK519 carrying *aiiA* was kindly provided by Max Teplitski and Mengsheng Gao of the University of Florida. The *aiiA* gene was cloned, and AiiA was expressed and purified as outlined in Text S1 in the supplemental material. AiiA-specific activity units were determined by measuring reductions of AHL concentrations after 4 hours as outlined in Text S1 in the supplemental material.

### AHL bioassay.

AHLs were extracted from *N. winogradskyi* cultures and quantified in Miller units by broad-range *Agrobacterium tumefaciens* bioassay as described previously (10, 49, 50). AHL concentrations (nanomolar) were estimated using standard concentrations of C_10_-HSL (see Fig. S2 in the supplemental material). For determining AiiA activity, 200 µl of the assay solution was directly added to *A. tumefaciens* culture as described previously (49, 50).

### AiiA QS inhibition and culturing experiments.

Batch cultures of *N. winogradskyi* were prepared in 100 ml 60 mM NO_2_^−^-supplemented medium at pH 7.5 as outlined above, inoculated to an optical density at 600 nm (OD_600_) of 0.001 from mid-exponential-phase cultures, and grown in Erlenmeyer flasks on a rotatory shaker at 100 rpm and 30°C. All experiments, including mRNA-Seq experiments, included 4 biological replicates. For NO_x_ and N_2_O measurements, batch cultures were either treated with AiiA lactonase as outlined in Text S1 in the supplemental material or left untreated and were harvested by centrifugation. Harvested cells were suspended to an OD_600_ of 0.2 in 25 mM (NO_x_ measurement) or 60 mM (N_2_O measurement) NO_2_^−^-supplemented medium and treated with AiiA lactonase or left untreated or subjected to heat killing by incubation at 110°C for 20 min. Cultures were placed in 41-ml serum vials. The serum vial cultures were then capped with gray-butyl stoppers, crimp sealed, and incubated for 24 h as outlined. NO_x_ and N_2_O levels were routinely measured in the headspace as outlined below. Experimental cultures were routinely monitored every 24 h to check cell density (OD_600_), NO_2_^−^ concentration by the Griess assay (51), and AHL concentration as described above.

For QS inhibition transcriptome experiments and other experiments, a specific number of activity units of AiiA lactonase (filtered using a 0.2-µm-pore-size filter) was added into *N. winogradskyi* batch cultures every 24 h (QS-deficient conditions) as outlined in Text S1 in the supplemental material.

### RNA preparation and sequencing.

RNA was extracted using an RNeasy minikit (Qiagen, Germantown, MD) (10), and mRNA was enriched and prepared for Illumina mRNA-Seq as described previously (52). The libraries were sequenced (150mer paired-end sequencing) on a HiSeq 3000 Sequencer (Illumina, San Diego, CA) at the Center for Genome Research and Biocomputing Core Laboratories at Oregon State University.

### Transcriptome data analysis.

The mRNA-Seq data were analyzed using the CLC Genomics Workbench (CLC bio, Prismet, Denmark) as previously described (52). Briefly, mRNA-Seq reads were normalized to reads per kilobase of transcript per million mapped reads (RPKM) and the module for empirical analysis of differential gene expression (DGE) was used as described previously (53, 54). Quantitative reverse transcription-PCR (qRT-PCR) was used to corroborate gene expression of selected genes with total RNA from biological replicates and primers as described in Text S1 in the supplemental material and outlined in Table S4 and Table S5.

### Analytical methods.

NO_2_^−^ levels were determined by chemical assay as described previously (51). NO_x_ levels were measured using a portable NO_x_ detector (LMA-3D and LNC-3D; Unisearch Associates Ltd., Concord, Ontario, Canada) that passes air through a CrO_3_ filter to convert NO to NO_2_ and then measures parts per billion by volume of NO_2_ by chemiluminescence as described previously (55), with modifications. Briefly, 1 ml or 5 ml of samples was injected into the intake line of the instrument and the peak NO_x_ level recorded. NO_x_ peaks were quantified by comparison to both NO and acidified NO_2_^−^ standards. N_2_O was measured by gas chromatography as described previously (52). Cell density was measured as OD_600_, and the protein concentration was measured with a Pierce bicinchoninic acid (BCA) protein assay kit (Thermo Scientific, Rockford, IL).

### Accession number(s).

Raw datasets and processed datasets are available at Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) under accession no. GSE84969.

## SUPPLEMENTAL MATERIAL

Text S1  Supplemental Materials and Methods: detailed methods, including medium formulation, promoter element prediction, corroboration of mRNA-Seq results by qRT-PCR, AiiA purification, activity measurement, and QS inhibition. Download Text S1, PDF file, 0.1 MB

Dataset S1  mRNA-Seq expression data generated by Illumina HiSeq 3000 Sequencer (Illumina, San Diego, CA) and analyzed using the CLC Main Workbench (CLC bio, Prismet, Denmark). Fold change data indicate changes in expression between AiiA-treated, QS-deficient cells and QS-proficient cells treated with heat-inactivated AiiA. Download Dataset S1, XLSX file, 1 MB

Figure S1  Putative *lux*-box-like promoter elements in *N. winogradskyi*. Sequence logos shown are graphic representations of aligned sets of putative promoter DNA sequences displaying frequencies of bases at each position as the relative heights of letters. The sequence logo also shows the degree of sequence conservation as the total height of a stack of letters, measured in bits. (a) Promoter motif A found upstream of *nwiRI*, the *nirK* cluster, and other genes. (b) Promoter motif B found upstream of *nwiRI*, the GppA phosphatase gene, and other genes. Table S2 shows all genes with these promoter motifs. Download Figure S1, TIF file, 0.2 MB

Figure S2  *N*-Decanoyl-l-homoserine lactone (C_10_-HSL) acyl-homoserine lactone (AHL) bioassay standard curve. Known concentrations of C_10_-HSL were added to bioassay cultures (see Materials and Methods in the main text) for estimation of the concentration of AHLs in *N. winogradskyi* cultures. The black line corresponds to the nonlinear regression of C_10_-HSL concentration (nanomolar, *y* axis) compared to AHL bioassay Miller units (*x* axis), and dotted lines indicate the 95% confidence band. The regression was calculated as follows: *y* = 0.0047*x* + 5 × 10^− 5^*x*^2^, *R*^2^ = 0.99. Download Figure S2, TIF file, 0.2 MB

Table S1  Statistically significant changes in gene expression under QS-proficient conditions in *N. winogradskyi* Table S1, PDF file, 0.2 MB

Table S2  Putative QS-controlled genes with upstream *lux*-box-like promoter elements. Table S2, PDF file, 0.1 MB

Table S3  Bacterial strains and plasmids. Table S3, PDF file, 0.1 MB

Table S4  Comparison of fold changes in expression between QS-deficient and proficient treatments analyzed by quantitative PCR (qPCR) and mRNA-Seq. Table S4, PDF file, 0.1 MB

Table S5  Genes and primers used to corroborate gene expression. Table S5, PDF file, 0.1 MB

# Supplementary material for: Quorum Quenching of Nitrobacter winogradskyi Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification
**Source:** mBio. 2016 Oct 25;7(5):e01753-16. doi: 10.1128/mBio.01753-16
**Supplement:** Text S1 — Supplemental Materials and Methods: detailed methods, including medium formulation, promoter element prediction, corroboration of mRNA-Seq results by qRT-PCR, AiiA purification, activity measurement, and QS inhibition. Download

Supplementary Materials and Methods.

Medium formulation.

Nitrobacter winogradskyi was routinely cultivated in mineral salts medium consisting of either 60 mM NaNO₂ or 25 mM NaNO₂, 0.75 mM MgSO₄, 0.2 mM CaCl₂, 4.1 mM K₂HPO₄, 0.28 mM Na₂CO₃, and trace minerals: 9.9 μM FeCl₃, 10.0 μM CuSO₄, 0.6 μM Na₂MoO₄·H₂O, 1.59 μM MnCl₂, 0.6 μM CoCl₂, and 0.096 μM ZnCl₂ as previously described (1). The pH of the medium was adjusted to 7.5 with HCl.

Promoter element prediction.

Putative promoter elements under direct QS control were identified by the Suite for Computational identification Of Promoter Elements (SCOPE) (2). Briefly, upstream intergenic regions of *nwiI*, *nwiR*, and the most highly expressed QS-controlled gene cluster (Nwi2653-2648) were searched for inverted repeat motifs. Next, the entire transcriptome was searched for identified promoter motifs greater than or equal to 8 bases.

Corroboration of mRNA-Seq results by qRT-PCR.

Quantitative reverse transcription and polymerase chain reaction (qRT-PCR) was used to corroborate gene expression of selected genes with total RNA from three biological replicates and primers outlined in Table S2 and Table S3. The qRT-PCRs were carried out as described previously (3). Synthesis of cDNAs was carried out as described previously (4). Cycling parameters were 5 min 95 °C followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C. Dissociation curves were drawn to ensure the absence of non-

specific amplification, and reaction efficiency and starting concentrations of template were calculated with LinRegPCR version 2016.0 as described (5).

AiiA purification, activity measurement, and QS inhibition. The *aiiA* gene was PCR-amplified, cloned into pET SUMO, replicated in *E. coli* One Shot® Mach1™-T1R, and expressed in *E. coli* BL21(DE3) One Shot® using the Champion™ pET SUMO Protein Expression System as recommended by the manufacturer (Invitrogen/Life Technologies, NY). Recombinant polyhistidine-containing AiiA protein was purified under native conditions using the ProBond™ Purification System (Novex/Life Technologies, NY) as recommended by the manufacturer with minor modifications. Briefly, the induced cells were harvested by centrifugation, suspended at 50-times the initial concentration in 0.01 mM KH₂PO₄ phosphate buffer pH 7.5, and lysed by passage through a French pressure cell press. The resulting cell-free extract was subjected to centrifugation to remove cell debris, filtered through 0.4-μm membrane, and dialyzed in 50 mM NaH₂PO₄-0.5 mM NaCl, pH 8, prior to loading onto the ProBond™ nickel-chelating resin column. Collected fractions with AiiA protein were dialyzed in 0.01 mM KH₂PO₄ pH 7.5, 0.2-μm sterile-filtered, and stored at -20 °C until use.

AiiA specific activity units were determined by measuring reduction of AHL concentration after 4 h. Briefly, C₁₀-HSL was added to a concentration of 2 μM in 500 μL of TE buffer, pH 7.5, 10 μL of purified AiiA solution was added, and the solution was incubated for 4 h at 30 °C. The specific activity of lactonase (pmol C₁₀-HSL consumed [μg protein]⁻¹ h⁻¹) was determined by measuring AHL remaining by bioassay (see materials and methods), and calculating the rate of reduction in C₁₀-HSL per μg AiiA

protein per hour. AiiA was heat-inactivated by incubating aliquots of purified AiiA in screw-cap tubes at 110 °C for 30 min in a heating block.

For QS inhibition transcriptome and other experiments, a specific number of activity units of 0.2- μ m-filtered AiiA lactonase was added in *N. winogradskyi* batch cultures every 24 h (QS-deficient). When culture cell density was less than an OD₆₀₀ of 0.005 or NO₂⁻ concentration was greater than 57 mM, 48 activity units of AiiA lactonase per mL culture was added (approximately 0.28 μ g protein mL⁻¹). When cell density was greater than OD₆₀₀ of 0.005, and NO₂⁻ concentration less than 57 mM, 120 activity units of AiiA lactonase was added per mL culture (approximately 0.71 μ g protein mL⁻¹). For transcriptome experiments, the same amount of heat-inactivated AiiA lactonase were added to *N. winogradskyi* control cultures (QS-proficient). Cells were harvested for RNA extraction and mRNA-Seq 4 h after AiiA lactonase treatment on day 3 of the experiment.

REFERENCES

1. **Sayavedra-Soto L, Ferrell R, Dobie M, Mellbye B, Chaplen F, Buchanan A, Chang J, Bottomley P, Arp D.** 2015. *Nitrobacter winogradskyi* transcriptomic response to low and high ammonium concentrations. FEMS Microbiol Lett **362**:1-7.
2. **Carlson JM, Chakravarty A, DeZiel CE, Gross RH.** 2007. SCOPE: a web server for practical *de novo* motif discovery. Nucleic Acids Res **35**:W259-264.
3. **Mellbye BL, Bottomley PJ, Sayavedra-Soto LA.** 2015. Nitrite-oxidizing bacterium *Nitrobacter winogradskyi* produces N-acyl-homoserine lactone autoinducers. Appl Environ Microbiol **81**:5917-5926.

4. **Schuster M, Lostroh CP, Ogi T, Greenberg EP.** 2003. Identification, timing, and signal specificity of *Pseudomonas aeruginosa* quorum-controlled genes: a transcriptome analysis. J Bacteriol **185**:2066-2079.
5. **Ruijter JM, Ramakers C, Hoogaars WM, Karlen Y, Bakker O, van den Hoff MJ, Moorman AF.** 2009. Amplification efficiency: linking baseline and bias in the analysis of quantitative PCR data. Nucleic Acids Res **37**:e45.

# Supplementary material for: Quorum Quenching of Nitrobacter winogradskyi Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification
**Source:** mBio. 2016 Oct 25;7(5):e01753-16. doi: 10.1128/mBio.01753-16
**Supplement:** Table S1 — Statistically significant changes in gene expression under QS-proficient conditions in N. winogradskyi

Table S1. Statistically significant changes in gene expression during QS-proficient conditions in *N. winogradskyi*.

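Ribosomal protein genes changed in both directions: of 53, 28 are lower and 13 higher, and the excess of lower genes passes Fisher's exact test (adjusted p = 0.000192). The higher ones include the L6 gene rplF (Nwi1379) and the L29 gene Nwi1372, 2.38-fold and 2.01-fold in the authors' deposited table. All 5 universal stress protein genes are higher (adjusted p = 0.0100), the largest being Nwi1035 and Nwi0008 with 3.42-fold and 2.72-fold in the authors' deposited table. Among 15 sigma factor genes of the ECF type, which switch on responses to outside signals, 9 are higher and 1 is lower (adjusted p = 0.0305). The authors' deposited table gives 7.96-fold and 3.44-fold for the higher genes Nwi3045 and Nwi2303 and 3.48-fold for the lower gene Nwi2773. Of 7 glycogen and trehalose genes, which handle carbon stores, 6 are lower (adjusted p = 0.0100), with Nwi1209 and Nwi1208 at 3.26-fold and 2.31-fold in the authors' deposited table. Phage and CRISPR genes hold fewer lower genes than expected by chance, 4 of 61 (adjusted p = 0.0100), beside 11 higher. Only 24.6% of this list passes in either direction, and its median log2 fold of -0.04 lies above 38.6% of random lists. The list therefore shows few calls and no clear shift. At an unadjusted p of at most 0.05 its lower genes number 7 and it no longer passes (adjusted p = 0.0507). These are 5 of 26 lists. The nirK cluster list also passes, but its genes were chosen by the paper on these samples. The rules of the other lists were written when values in the paper's tables had been seen. Their tests are therefore not independent evidence either. Adjusted over each list alone, the counts are 16 higher and 28 lower for ribosomal proteins, 5 higher for universal stress, 9 and 1 for ECF sigma factors, 7 lower for glycogen and trehalose and 11 and 4 for phage and CRISPR. Over all 3095 coding genes with a usable test, 24.4% are higher and 23.5% lower.
The other lists do not pass. Of 10 ATP synthase genes 6 are lower and none is higher (adjusted p = 0.0774), with Nwi0238 and Nwi0429 at 3.39-fold and 2.39-fold in the authors' deposited table. Of 44 ABC transporter genes 18 are lower and 5 higher (adjusted p = 0.0659), among them the molybdate transporter gene Nwi0338 with 3.74-fold lower in the authors' deposited table. Translation factors stand at 6 lower and 3 higher of 12, aminoacyl-tRNA synthetases at 8 and 2 of 24, cell wall and division genes at 7 and 4 of 15, and complex I genes at 4 and 2 of 15. Carbon fixation genes stand at 6 lower and 3 higher of 14, where the carboxysome genes Nwi1983 and Nwi1984 are 2.64-fold and 2.39-fold lower in the authors' deposited table. The secretion list stands at 11 higher and 6 lower of 24. Its rule also took in genes whose deposited description is only a twin-arginine export signal, which are not known parts of the export machinery. The 2 largest increases of the list, Nwi3022 and Nwi2900, are of this kind, at 4.31-fold and 3.36-fold in the authors' deposited table. The paper's Table S1 gives Nwi3022 as a sulfite dehydrogenase gene. The gene secE (Nwi1344), part of the protein export channel, is 4.51-fold lower in the authors' deposited table. The tricarboxylic acid cycle list has 7 higher and 1 lower of 17. Iron uptake genes split 17 higher and 14 lower of 57, with the bacterioferritin gene Nwi2476 (iron storage) 4.77-fold higher in the authors' deposited table. Chaperones (5 higher, 6 lower of 26), oxidative stress genes (3 and 2 of 9), cytochrome c oxidase genes (3 and 1 of 12), storage polymer genes (1 and 1 of 3) and transposases (22 and 15 of 115) do not pass either. Neighbouring genes often share transcripts, and Fisher's exact test treats them as separate.

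**Figure D2:**
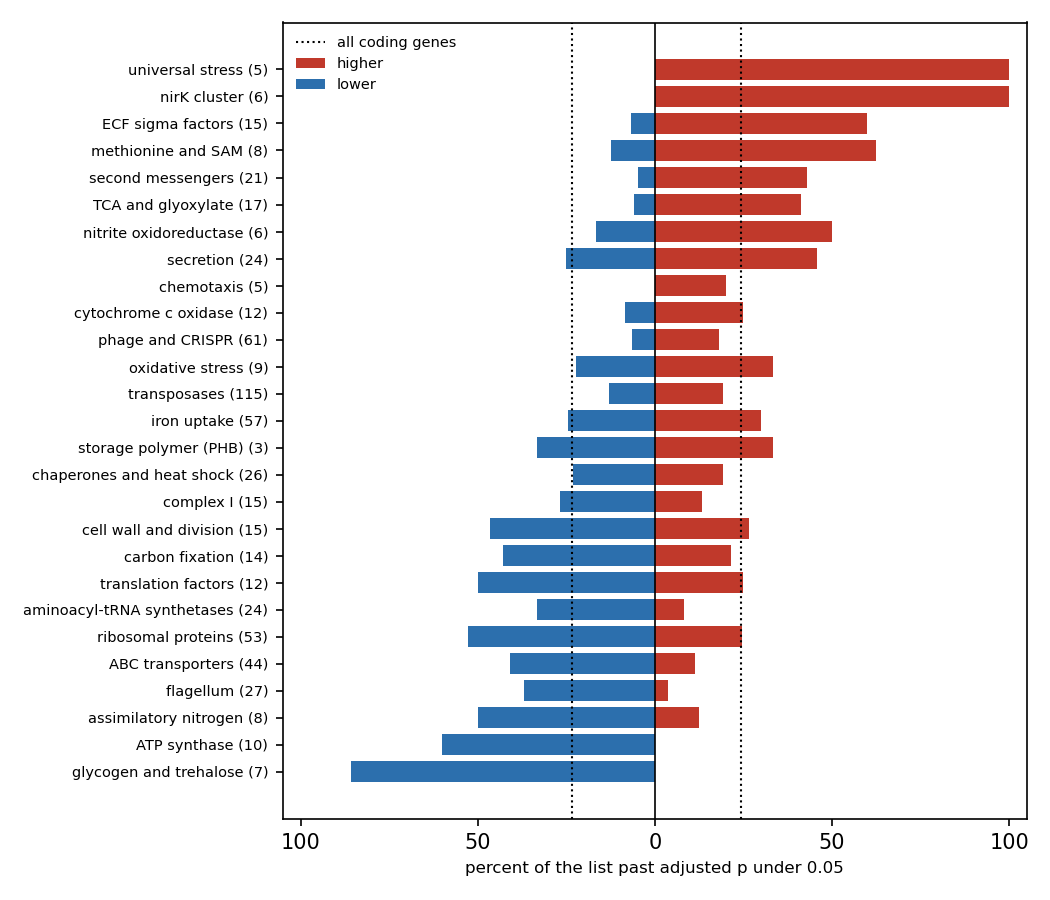
Percent of each gene list higher (red) or lower (blue) in QS-proficient cells past an adjusted p of 0.05, ordered by the difference. The number of genes is in brackets, and dotted lines mark the shares of all coding genes.

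**Figure D3:**
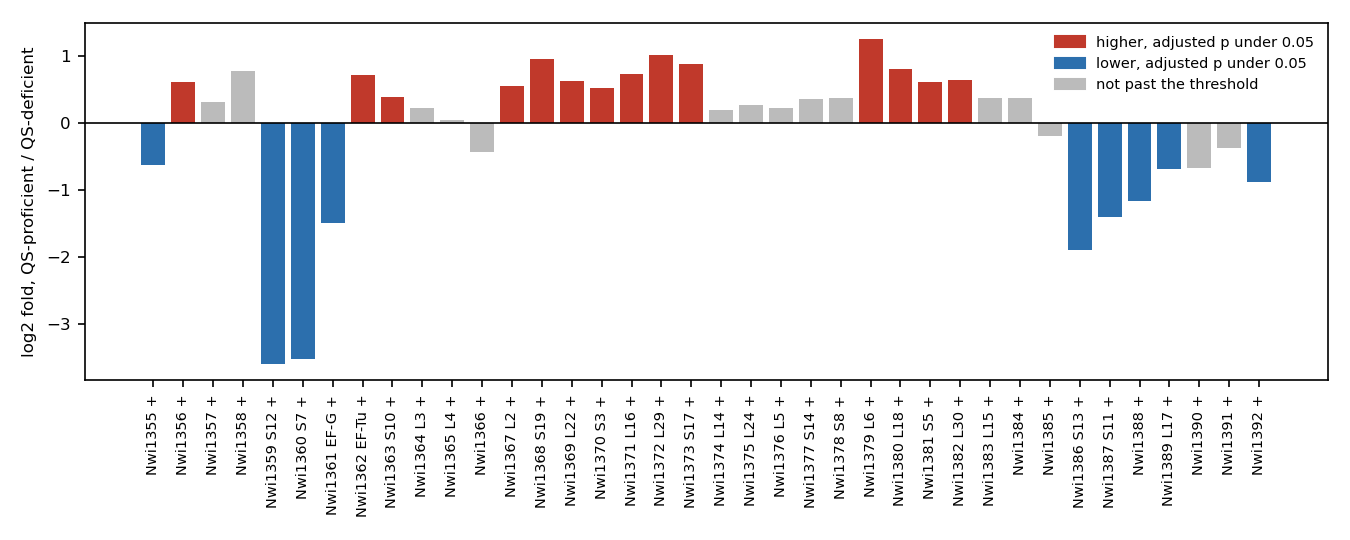
Log2 fold of the genes from Nwi1355 to Nwi1392 in genome order, with the strand after each name. Red bars are higher and blue bars lower in QS-proficient cells past an adjusted p of 0.05; grey bars do not pass.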

Gene number	Gene name	Role	Fold change ^a
Nwi0298, 0301, 0303		type II, III secretion/pilus assembly	-1.4 to -2.0
Nwi0317		intracellular septation protein	-2.9
		A	
Nwi0529, 0597-0599, 1111, 1121-1124, 1130, 1132-1134	<i>flhA, fliH, fliG, fliF, flgI, flgG, flgF, fliL, fliM, fliP, flgB, flgC, fliE</i>	flagella biosynthesis/assembly	-1.3 to -2.6
Nwi1119	<i>flgH</i>		1.8
Nwi0544-0547		secondary metabolite biosynthesis	1.5 to 2.3
Nwi0590, 0591		sulphite reductase subunits	-3.1, 1.3
Nwi0937		putative pigment protein	5.0
Nwi1031-1036	<i>fixK</i>	Crp/Fnr family, ABC transporter-associated loci	1.8 to 6.9
Nwi1153		Flp/Fap pilin component	1.8
Nwi1644, 1930, 2438		lytic murein transglycosylase	1.3 to 1.8
Nwi1667	<i>anmK</i>	anhydro-N-acetylmuramic	1.4

		acid kinase	
Nwi1913		arsenate reductase	-1.8
Nwi1939, 1940		CRISPR-Cas defense system	1.9, 1.6
Nwi2199		molybdenum cofactor	-1.7
		cytidyltransferase	
Nwi2348, 2349,<br>2710		protease FtsH	1.4, -1.3, 3.2
Nwi2403		teichoic acid and o-antigen<br>export	-1.8
Nwi2410		O-antigen polymerase	-2.3
Nwi2761, 2763		sulfur metabolism	1.6, -1.7
Nwi2987, 2988		sulfur oxidation system SOX	2.4, 1.5
Nwi3022, 3023		sulfite dehydrogenase SorAB	4.3, 4.8
**Iron uptake &<br>storage**			
Nwi0013	<i>fur</i>	ferric-uptake regulator	1.7
Nwi0035	<i>fur</i>	ferric uptake regulator	1.5
Nwi0700, 2049,<br>2318		TonB-dependent siderophore<br>receptor	1.5, 2.0, -1.9
Nwi0895, 1339,<br>1969, 2297, 2882,<br>3080	<i>fecR</i>	iron dicitrate transport	1.6 to 2.4
Nwi1340, 1734,		σ^{70} , ECF subfamily, possible	2.1 to 14.5

1966, 2303, 2883,<br>3045, 3079		FecI	
Nwi2048-2052		FecI/FecR siderophore-associated loci	1.9 to 3.3
Nwi2075, 2322	<i>hmuV</i>	iron complex ABC transporter	-2.5, -3.3
Nwi2302		siderophore synthase component	2.4
Nwi2475, 2476		bacterioferritin	2.0, 4.8
Nwi2773		σ^{70} , ECF subfamily, possible FecI	-3.5
Nwi2975		ferrous iron transport	1.5
Nwi3050		iron complex ABC transporter-associated	-2.7
**Carbon metabolism**			
Nwi0033, 0034,<br>1243, 1244, 1407,<br>1686, 1690, 1753,<br>1849, 2993	<i>fabZ</i>	fatty acid metabolism	-1.3 to -2.9
Nwi0037		glyoxylate reductase	-1.6
Nwi0043, 0120,<br>1799	<i>coaD</i>	CoA metabolism	-1.5 to -2.3

Nwi0052, 0480,<br>1453, 1685, 2233		folate metabolism	-1.8 to -2.2
Nwi0054-0056	<i>trpA</i>	tryptophan metabolism	-1.5 to -1.9
Nwi0078, 0416		unsaturated lipid metabolism	1.7 to 2.1
Nwi0104, 0636,<br>0637, 2006, 2012,<br>2158, 2684, 3060	<i>coaE</i>	fatty acid metabolism	1.4 to 4.7
Nwi0122, 0124,<br>0126, 1330, 2390,<br>2565	<i>hisF, hisH, hisB,<br>hisI, hisZ</i>	histidine biosynthesis	-2.1 to 1.37
Nwi0130, 1650,<br>2755		poly- β -hydroxybutyrate<br>biosynthesis	1.3, 3.2, -1.9
Nwi0140, 0464<br>1862, 2351	<i>thyA</i>	pyrimidine metabolism	1.8 to 2.9
Nwi0153, 0208,<br>2007, 2008	<i>pyrEB, cmk</i>	pyrimidine metabolism	-1.9 to -4.9
Nwi0158, 0192,<br>1308, 1597, 2965	<i>purH</i>	purine metabolism	-1.5 to -2.5
Nwi0161, 0294,<br>2981		glutathione metabolism	1.4 to 2.9
Nwi0164, 0182,<br>0721, 1223, 1576		glutathione metabolism	-1.3 to -1.7
Nwi0201, 1410,	<i>dapF, dapD</i>	lysine metabolism	-1.4 to -2.2

2776, 3068, 3069			
Nwi0202, 0628,	<i>pgm, pk, eno, pgk</i>	glycolysis/	-1.3 to -2.2
0986, 1827, 1835,		gluconeogenesis	
2694, 2735, 2736			
Nwi0213, 2338		valine, leucine, isoleucine	1.6, 3.5
		biosynthesis	
Nwi0229		threonine synthase	-1.4
Nwi0281		glycerol kinase	1.9
Nwi0283, 0284,	<i>metH, metW</i>	methionine biosynthesis	1.5 to 7.7
0403, 0586, 2890			
Nwi0341	<i>mepA</i>	murein endopeptidase	1.5
Nwi0350		phosphoenolpyruvate	1.9
		carboxykinase	
Nwi0379		aspartate kinase	-2.2
Nwi0395, 0396,	<i>aroB</i>	phenylalanine, tyrosine,	1.3 to 1.7
1224, 2977		tryptophan biosynthesis	
Nwi0423		2-oxoglutarate	-1.4
		dehydrogenase E2	
Nwi0425, 1284-	<i>gcv</i>	Glycine cleavage system	-1.4 to -2.9
1286, 1813			
Nwi0467		acetyl-CoA synthetase	3.2
Nwi0495		farnesyl-diphosphate	-1.5
		synthase	

Nwi0513, 0514,<br>2803, 3071	<i>argD</i>	arginine biosynthesis	-1.6 to -2.1
Nwi0566		hydroxypyruvate reductase	-1.9
Nwi0582, 1751		phenylalanine, tyrosine,<br>tryptophan biosynthesis	-1.4, -2.0
Nwi0607, 1723	<i>ribH</i>	riboflavin metabolism	-1.4, -1.9
Nwi0629		chorismate synthase	-1.3
Nwi0633, 1855,<br>2592		terpenoid metabolism	1.4 to 1.7
Nwi0643		UDP-N-acetylglucosamine<br>4,6-dehydratase	-1.5
Nwi0696		phospholipid metabolism	-2.5
Nwi0702		4-hydroxymandelate oxidase	-1.3
Nwi0713		lysine metabolism	1.5
Nwi0752, 756,<br>2455		cobalamin<br>adenosyltransferase	-1.4, -1.6, 2.6
Nwi0876		choloylglycine hydrolase	1.3
Nwi0924		ornithine decarboxylase	-2.2
Nwi0931, 1072,<br>1078, 1242, 1846,<br>1848, 1850, 2555,<br>2556	<i>lpxLBAD</i>	lipopolysaccharide<br>biosynthesis	-1.3 to -2.6
Nwi0946, 1204-	<i>treXYZ</i>	starch/glycogen metabolism	-1.3 to -3.3

1210, 3024-3026			
Nwi1010, 1011		3-oxoacid CoA-transferase	2.1, 1
Nwi1014		phasin 2, PHA-binding	-2.0
Nwi1065		UDP-glucose 4-epimerase	1.5
Nwi1067, 1070		lipopolysaccharide	1.9
		biosynthesis	
Nwi1079, 2204		putative CO dehydrogenase	4.1, 2.5
Nwi1085		aromatic metabolism	-1.5
Nwi1102		aromatic-L-amino-acid	-1.5
		decarboxylase	
Nwi1213, 2159,	<i>leuD</i>	valine, leucine, isoleucine	1.3 to 3.9
2160, 2236, 2237,		degradation	
2537, 2601, 2791,			
3018			
Nwi1219, 1839,	<i>moaAC</i>	molybdopterin biosynthesis	1.4, -1.4, -2.0,
1840, 2189, 2523			1.9, 1.8, 3.5
Nwi1220		2-phosphoglycolate	-1.5
		phosphatase	
Nwi1294	<i>idh</i>	isocitrate dehydrogenase	-1.5
Nwi1329, 1828	<i>folE</i>	folate metabolism	1.5, 1.6
Nwi1401, 1736		propionyl-CoA carboxylase	1.7, 1.4
		beta chain	
Nwi1406		glycerol-3-phosphate	-1.8

---

		acyltransferase	
Nwi1420, 2688		homoserine metabolism	2.4, -1.8
Nwi1451		succinate semialdehyde	1.5
		dehydrogenase	
Nwi1517, 2973		glucosamine metabolism	-2.8, -1.5
Nwi1525		cysteine synthase A	1.3
Nwi1530, 3067		cysteine metabolism	-1.9, -1.8
Nwi1571		guanine metabolism	1.3
Nwi1578		3-hydroxydecanoyl-[acyl-	1.5
		carrier-protein] dehydratase	
Nwi1585		polysaccharide deacetylase	1.8
Nwi1604, 1605		carbamoyl-phosphate	1.9, 2.2
		synthase	
Nwi1214, 1610,		glyoxalase/	1.6 to 3.0
1654		bleomycin resistance	
		protein/dioxygenase	
Nwi1646, 1745,	<i>glpX</i>	glycolysis/	1.3 to 2.7
1817, 1818, 2641,		gluconeogenesis	
2737			
Nwi1651		ornithine biosynthesis	-1.3
Nwi1721, 2465,	<i>thiG</i>	thiamine biosynthesis	-1.6 to -4.3
2466			
Nwi1724		riboflavin metabolism	1.5

Nwi1739,		alcohol dehydrogenase	1.5
Nwi1766, 2272		phytoene biosynthesis	-2.5, -1.6
Nwi1787		putative β -glucans synthase	1.9
Nwi1805, 2309,<br>2646		glycoside hydrolase	-1.3 to -1.9
Nwi1837	<i>trpD</i>	tryptophan metabolism	1.6
Nwi1845		citrate synthase	1.6
Nwi1853, 2593		terpenoid biosynthesis	-1.4, -1.7
Nwi1873, 2420,<br>2421	<i>bioD</i>	biotin metabolism	-2.1 to -2.5
Nwi1904		glutamine synthetase	-2.8
Nwi1921		pyridoxl phosphate<br>biosynthesis	-1.4
Nwi1947		D-xylulose 5P/D-fructose 5P<br>utilization	1.9
Nwi1948		acetate kinase	2.7
Nwi1981-1985		carboxysome structural<br>polypeptide	-1.7 to -2.6
Nwi1986		RuBisCo subunits	-2.2
Nwi1988		RuBisCO-associated LysR<br>transcriptional regulator	-1.5
Nwi2014		alanine racemase	1.6
Nwi2024	<i>panB</i>	pantothenate metabolism	1.5

Nwi2067		putative L-sorbose	-1.8
		dehydrogenase	
Nwi2156, 2785		valine, leucine, and	-1.6, -1.4
		isoleucine metabolism	
Nwi2218		ribulose-phosphate 3-	-1.9
		epimerase	
Nwi2262		benzoate metabolism	-1.7
Nwi2263, 2516		Proline/Arginine metabolism	1.5, 5.9
Nwi2266, 2689	<i>ispH_1, ispH_2</i>	terpenoid metabolism	-1.5, 1.4
Nwi2321		glycine amidinotransferase	-1.8
Nwi2345, 2968,<br>2969		serine biosynthesis	-2.4, -1.9, -3.3
Nwi2353	<i>fumC</i>	fumarase	1.4
Nwi2378		SAM synthetase	2.5
Nwi2380		UDP-glucose dehydrogenase	1.4
Nwi2384, 2385		fructose metabolism	-1.4, -2.3
Nwi2396-2398		amino/nucleotide sugar<br>metabolism	-1.6, 1.5, 1.9
Nwi2446, 2449	<i>carB</i>	carbamoyl-phosphate<br>synthase	-3.0, -1.4
Nwi2468		thiamine biosynthesis	1.5
Nwi2514		proline metabolism	-2.7
Nwi2520		valine, leucine, and	-1.7

---

		isoleucine metabolism	
Nwi2552, 2888		purine metabolism	1.3, 1.3
Nwi2579		glycolate oxidase iron-sulfur subunit	1.9
Nwi2697		pyridoxal phosphate	-1.9
		biosynthesis	
Nwi2734		transketolase	-1.3
Nwi2740		inositol monophosphatase	-1.7
Nwi2765		malate synthase	2.0
Nwi2792		carbonic anhydrase	1.4
Nwi2793		aspartate semialdehyde dehydrogenase	-2.7
Nwi2798-2800	<i>sdhA</i>	succinate dehydrogenase	1.3 to 1.9
Nwi2927, 2929	<i>rbcL_2</i>	CbbX and RuBisCo subunit	-2.6, 1.6
Nwi2947		N-formylglutamate amidohydrolase	1.8
Nwi2950		inositol monophosphatase	-2.0
Nwi2958		UDP-glucose pyrophosphorylase	-2.9
Nwi2980		aspartate aminotransferase	1.4
Nwi2985		isocitrate lyase	1.5
Nwi2990	<i>glpD</i>	glycerol-3-phosphate dehydrogenase	3.1

Nwi2992		acyl-CoA thioesterase	-1.5
**Nitrogen metabolism**			
Nwi0076, 0133, 1903		P-II, N regulation	2.2, -1.53, -3.8
Nwi0378		phosphoenolpyruvate phosphotransferase	-1.4
Nwi0384, 1302		nitrilase/cyanide hydratase, cyanase	2.0, -1.6
Nwi0557	<i>nnrS</i>	NO-related protein	8.1
Nwi0719, 0720	<i>nirBD</i>	assimilatory nitrite reductase	-2.5 to -9.3
Nwi0774, 0776-0778, 0965, 2068	<i>nxrAB</i>	nitrate reductase	3.8 to -2.2
Nwi0779	<i>nrt</i>	nitrite/nitrate transporter	-1.5
Nwi2061	<i>nnrR?</i>	Crp domain regulator	8.9
Nwi2653-2648	<i>nirK</i>	potential NO-producing/consuming gene cluster	2.2 to 19.9
Nwi1419	<i>nrt</i>	nitrite/nitrate transporter	2.4
Nwi1502		allophanate hydrolase subunit	2.2
Nwi1975		von Willebrand factor A	-2.1
Nwi2025		NnrU domain, NO	1.8

---

		reduction?	
Nwi2243		NosD accessory protein<br>domain	1.4
Nwi3001		nitronate monooxygenase	3.1
**Energy transformation**			
Nwi0079, 0381,<br>0491, 1507	<i>ubiH, ubiG</i>	ubiquinone biosynthesis	1.4 to 3.0
Nwi0144		SCO1/SenC	-1.4
Nwi0166, 1878,<br>1879		NADH dehydrogenase	1.4 to 1.6
Nwi0191, 0977,<br>2388	<i>hemNEL</i>	heme metabolism	-1.7 to -2.6
Nwi0223, 0224,<br>0761, 0762	<i>coxB, coxA</i>	cytochrome c oxidase,<br>subunit II, I	1.3 to 1.5
Nwi0225, 0763	<i>cyoE</i>	protoheme IX<br>farnesyltransferase	-1.3 to -4.3
Nwi0228, 0766,<br>2313	<i>coxC, cocB</i>	cytochrome c oxidase,<br>subunit III	-1.3, -2.4
Nwi0235-0239,<br>0428-431		ATP synthase	1 to -3.7
Nwi0242		heme metabolism	1.5
Nwi0323		aconitate hydratase	2.1

Nwi0328		amylase-1,6-glucosidase	1.9
Nwi0471, 1909	<i>hemCB</i>	heme metabolism	1.3, 1.8
Nwi0690, 0691		quinone biosynthesis	-1.8, -1.7
Nwi0753, 0754		electron transport<br>flavoprotein	-1.6, -1.4
Nwi0764	<i>coxF</i>	cytochrome-associated	-1.5
Nwi0770	<i>cyoB</i>	cytochrome c oxidase<br>subunit	2.2
Nwi0995-0997	<i>pnt</i>	alanine<br>dehydrogenase/NAD(P)<br>transhydrogenase	1 to -2.2
Nwi1094		phosphoglycerate/<br>bisphosphoglycerate mutase	2.0
Nwi1191, 1193,<br>2214	<i>cycH/ccmH</i> ,<br><i>ccmF</i>	cytochrome biogenesis	-1.7, 1.2, -2.3
Nwi1335	<i>ppnK</i>	NAD ⁺ kinase	1.8
Nwi1504, 2750		NADPH:quinone reductase	3.3, 2.2
Nwi1594		polyphosphate kinase	1.4
Nwi1606		ETC complex 1 subunit	1.5
Nwi1659, 1663-<br>1665, 1809		Fe-S cluster assembly	1.5 to 3.4
Nwi1661, 1662		Fe-S cluster assembly	-1.3, -1.6
Nwi1760		NADH-ubiquinone	2.1

		oxidoreductase	
Nwi1820		NADPH:FMN reductase	-1.4
Nwi1876, 1880,<br>1882, 1883, 1992		NADH dehydrogenase	-1.3 to -2.6
Nwi2279		cytochrome P450	2.4
Nwi2423-2427	<i>nadA</i>	NAD biosynthesis	1.4 to 5.4
Nwi2616		cytochrome bc1	1.4
Nwi2656		K ⁺ /H ⁺ antiporter subunit	-1.4
Nwi2659		Na ⁺ /H ⁺ antiporter subunit	1.6
**Translation**			
Nwi0012		acyltransferase, protein	1.8
		modification	
Nwi0024-0027,<br>0066, 0067, 0068,<br>0091, 0156, 0206,<br>0216, 0312, 0376,<br>0406, 0439, 0497,<br>0631, 0632, 0983,<br>0999, 1287, 1316,<br>1346-1349, 1359-<br>1361, 1386, 1387,<br>1389, 1422, 1433,<br>1588, 1673, 1691,	<i>infB, rbfA, truB,</i><br><i>rpsO, pheS, rplT,</i><br><i>rpmI, leuS, rpsA,</i><br><i>truB, rpsO, infA,</i><br><i>rpmB, rplU, alaS,</i><br><i>rpmF, rpmJ,</i><br><i>rpsU, rpsD, rplK,</i><br><i>rplA, rplJ, rplL,</i><br><i>rpsL, rpsM, rplQ,</i><br><i>rpsI, rpmG, aspS,</i><br><i>rpsF, rpsR, nusB,</i>	translation-associated factors<br>and ribosomal proteins	-1.3 to -12.1

1692, 1715, 1722,	<i>gltX, tsf, rpsB,</i>		
1776, 1844, 1858,	<i>engA, hisS, glyS,</i>		
1859, 1865, 2020,	<i>rpmE, rimM,</i>		
2027, 2144, 2277,	<i>trmD, rplS, rpsT</i>		
2344, 2367, 2512,			
2533, 2550, 2551,			
2586, 2662, 2711,			
2747, 2781-2783,			
3143			
Nwi0440, 0975,	<i>rpmA, cysS, rpsJ,</i>	translation-associated factors	1.3 to 2.9
1228, 1362, 1363,	<i>rplB, rpsS, rplV,</i>	and ribosomal proteins	
1367-1373, 1377-	<i>rpsC, rplP, rpsQ,</i>		
1383, 1642, 1694,	<i>rpsN, rplF, rplR,</i>		
1843, 1856, 1911,	<i>rpsE, rpmD,</i>		
2547, 2817	<i>rplO, rplI</i>		
Nwi0971		methionine sulfoxide	-1.6
		reductase A	
Nwi1750		DsbA oxidoreductase	-1.6
Nwi1796	<i>queA</i>	queuosine biosynthesis	-3.5
Nwi1798, 1836,		peptidyl-proline isomerase	1.3 to 1.6
2171			
Nwi1821		isoprenylcysteine carboxyl	1.9
		methyltransferase	

Nwi1900	<i>tig</i>	trigger factor	-3.8
Nwi2511		peptidyl-tRNA hydrolase	-9.4
Nwi2704		tRNA-modifying YgfZ	1.7
Nwi2978		elongation factor 2/G	5.3
Nwi3065	<i>fnt</i>	methionyl-tRNA formyl<br>transferase	-2.0
Nwi3066	<i>truA</i>	tRNA pseudouridine<br>synthase	-2.4
**DNA replication &<br>repair**			
Nwi0003, 0367,<br>1280	<i>recFRA</i>	homologous recombination<br>& repair	-1.4 to -2.3
Nwi0004	<i>gyrA</i>	DNA gyrase	3.0
Nwi0028		exoribonuclease	-1.6
Nwi0050		DNA repair helicase	-1.3
Nwi0085, 0203,<br>0205		base excision repair-<br>associated	-1.6 to -2.7
Nwi0093, 0369	<i>holA</i>	DNA pol. III subunits	-1.9, -1.3
Nwi0094		chromosome partitioning	-1.4
Nwi0193	<i>rph</i>	ribonuclease PH	-2.7
Nwi0335	<i>radC</i>	DNA repair protein	1.8
Nwi0353	<i>ligD</i>	DNA ligase	-1.8
Nwi0357		DNA pol. I	1.4

Nwi0462		DNA ligase I	1.6
Nwi0532		plasmid segregation ATPase	1.5
Nwi1255		type I restriction enzyme	1.5
Nwi1392		recombination MgsA	-1.8
Nwi1464		thymidylate kinase	-1.6
Nwi1513		nucleotide excision repair	-1.5
Nwi1566		single-stranded binding<br>protein	1.7
Nwi1589		ribonuclease D	-2.1
Nwi1601	<i>ndk</i>	nucleotide diphosphate<br>kinase	-2.2
Nwi1683	<i>gmk</i>	guanylate kinase	-1.8
Nwi1712		DNA topoisomerase I	-1.5
Nwi1713		RNase R	-1.3
Nwi1720		RNase E	-1.4
Nwi1808		dGTPase	2.5
Nwi1810		AP endonuclease	3.1
Nwi1833	<i>pyrG</i>	CTP synthase	-1.9
Nwi1857	<i>pyrH</i>	uridylate kinase	-2.0
Nwi1860	<i>dnaE</i>	DNA pol. III subunits	1.7
Nwi1872		RNase J	-2.2
Nwi1892		DNA-binding protein HU-<br>beta	1.4

Nwi1914		DNA topoisomerase IV<br>subunit A	-2.3
Nwi1915	<i>recO</i>	homologous recombination	1.5
Nwi1925		uracil-DNA glycosylase<br>superfamily	-1.7
Nwi2004		Holliday junction resolvase	-1.5
Nwi2010		DNA processing, SMF	-1.5
Nwi2143	<i>guaA</i>	GMP synthase	-2.7
Nwi2146		IMP synthase	-2.3
Nwi2226		ATPase, DNA replication	-1.9
Nwi2336		resolvase	-3.7
Nwi2241	<i>dnaG</i>	DNA primase	1.3
Nwi2447		Dps, starvation-inducible<br>DNA-binding	-1.7
Nwi2529		ribonuclease T2	2.5
Nwi2548, 2553	<i>mutL, xseA</i>	DNA mismatch repair	2.3, 1.8
Nwi2598	<i>rnhB</i>	RNase HII	1.4
Nwi2605		A/G-specific glycosylase	1.7
Nwi2724, 2725	<i>ruvBA</i>	recombination proteins	1.4
Nwi3070		pyrimidine 5-nucleotidase	-3.5
Nwi3075		ribonuclease P	-5.0

Cell cycle

Nwi0525, 1200,<br>1431, 1432	<i>ctrA, pleC, divK,</i><br><i>pleD</i>	cell cycle regulation	1.5 to 1.8
Nwi1042		peptidoglycan<br>amidohydrolase	1.9
Nwi1045-1047,<br>1051-1055, 1716	<i>pbpB, murE,</i><br><i>murG, murC,</i><br><i>murB</i>	peptidoglycan biosynthesis	-1.3 to -2.4
Nwi1057, 1058	<i>ftsA, ftsZ</i>	cell division proteins	1.4
Nwi1138	<i>cckA</i>	PAS domain, Cell cycle	-1.3
Nwi1150, 1772		peptidoglycan biosynthesis	2.2, 1.5
Nwi1804		condensing subunit ScpA	-1.5
Nwi1978		chromosome partitioning	-2.3
Nwi2859, 2933		ParB-like nuclease	-2.1, 1.5
Nwi2946	<i>cpdR</i>	cell cycle regulation	-1.4
Nwi3073	<i>engB</i>	GTP-binding, chromosome<br>partitioning	-1.4
**Stress**			
Nwi0008, 0952,<br>1024, 2683	<i>uspA</i>	universal stress protein	1.6 to 2.7
Nwi0030		heme catalase/peroxidase	-1.5
Nwi0129	<i>hslU</i>	heat shock protein HslU	-2.1
Nwi0189		heat shock metallopeptidase	2.6
Nwi0195	<i>grpE</i>	chaperone	-1.4

Nwi0197	<i>dnaK</i>	heat shock protein Hsp70	1.4
Nwi0211, 2952		heat shock protein Hsp20	2.6, 4.0
Nwi0442	<i>obgE</i>	GTP1/OBG domain GTPase	2.5
Nwi0589, 1695,<br>1696, 1898	<i>clpBA, clpS, clpX</i>	Clp protease	1.2 to 3.2
Nwi1113	<i>dnaK</i>	chaperone	-2.0
Nwi1195, 1897		serine protease	1.6, 1.8
Nwi1458		alkylhydroperoxidase	3.7
Nwi1508		DNA-binding, HspQ	-2.1
Nwi1593		stringent response	-1.6
Nwi1599, 1609,<br>2375, 3054		cold-shock protein CspA<br>family	4.4, 1.6, -2.3,<br>2.1
Nwi1738		alkyl hydroperoxide<br>reductase	1.6
Nwi1775	<i>surE</i>	phosphatase/nucleotidase	-1.6
Nwi1841		LexA SOS repressor	-1.5
Nwi1922		RelA/SpoT homolog	2.3
Nwi2151		Ppx/GppA phosphatase	3.2
Nwi2191, 2192,<br>2574	<i>groES_2,</i><br><i>groEL_2,</i><br><i>groEL_3</i>	chaperonins	-1.5 to -1.9
Nwi2280		OsmC domain	1.6
Nwi2320		multidrug resistance	-2.5

Nwi2796		Cu-Zn superoxide dismutase	-1.5
Nwi2812		Hsp90	1.4
Nwi2940		Hsp20	-3.6
**Transcription**			
Nwi0100	<i>rho</i>	transcription term.	-3.7
Nwi0111	<i>regA</i>	redox response	2.7
Nwi0177, 0178		σ^{54} & activation protein	1.6, 4.2
Nwi0194	<i>hrcA</i>	negative regulator of heat shock protein	2.4
Nwi0348		acidity-sensing regulator	-1.4
Nwi0500, 0982, 2647		diguanylate cyclase/phosphodiesterase	3.7, 1.7, -2.1
Nwi0565		MarR-like regulator	-2.0
Nwi0626	<i>nwiI</i>	autoinducer synthesis	2.5
Nwi0627	<i>nwiR</i>	AHL-binding LuxR	1.3
Nwi0750		ribonuclease BN	1.9
Nwi0893		σ^{24} , ECF subfamily	2.7
Nwi0922	<i>greAB</i>	transcription elongation factor	2.0
Nwi0957		LuxR family regulator	2.3
Nwi1309		BolA family regulator	1.7
Nwi1345	<i>nusG</i>	transcription antiterminator	-4.7
Nwi1351		RNA polymerase β' subunit	1.4

Nwi1388		RNA polymerase α subunit	-2.3
Nwi1409		MerR domain regulator	2.4
Nwi1444, 1446	<i>glnL, ntrY</i>	N availability, two-component system	1.9, -2.1
Nwi1449	<i>hfq</i>	regulatory RNA factor	2.6
Nwi1740		adenylate/guanylate cyclase	-1.9
Nwi2430	<i>rpoH</i>	σ^{32} , heat shock sigma factor	1.3
Nwi2440	<i>rpoD</i>	σ^{70} , primary sigma factor	1.9
Nwi2907-2909		ArsR loci	2.8 to 6.6
Nwi3032		Crp/Fnr transcriptional regulator	2.3
Nwi3059		polyhydroxyalkanoate synthesis repressor PhaR	1.4
**Transport**			
Nwi0106, 0390	<i>secBAEDG, yajC,</i>	Sec Type II secretion	-1.4 to -4.5
1344, 1769, 1770, 1834, 2779, 3074	<i>yidC</i>		
Nwi0173	<i>lptA</i>	lipopolysaccharide export	1.7
Nwi0150		polar amino acid ABC transporter	-1.5
Nwi0288-0292		small peptide ABC transporter	-1.6 to 1.4
Nwi0329	<i>oprB</i>	carbohydrate-selective porin	-1.4

Nwi0331-0333		NitT/TauT ABC transporter	1 to -1.9
Nwi0337		K ⁺ /H ⁺ antiporter	2.1
Nwi0338-0340	<i>modABC</i>	molybdate ABC transporter	1 to -3.7
Nwi0356		lysine exporter	-2.4
Nwi0458		NitT/TauT ABC transporter<br>related	2.3
Nwi506-509	<i>pst</i>	phosphate transport	1 to 2
Nwi0606, 2853		Na ⁺ /H ⁺ transporter	-2.1, 1.6
Nwi0611		phosphate ABC transporter	-2.0
Nwi0680-0683		ABC-type nitrate/sulfonate/<br>bicarbonate transport system	1.8 to 3.2
Nwi703, 0704	<i>exbBD</i>	biopolymer transport	1.5
Nwi0705	<i>tonB</i>	periplasmic TonB	-1.6
Nwi0780		C4-dicarboxylate<br>transporter/malic acid<br>transport	-2.8
Nwi0875	<i>tamA</i>	translocation and assembly,<br>surface antigen	-2.9
Nwi0880		molybdenum ABC<br>transporter	-2.2
Nwi0914-0916		zinc/manganese ABC<br>transporter	-1.6 to -3.0
Nwi0935		MscS ion channel	-1.5

Nwi1000		aquaporin	4.8
Nwi1006, 1007,<br>1008, 1241		spermidine/putrescine ABC<br>transporter	2.0, -1.3, -1.4,<br>-2.3
Nwi1152, 1437,<br>3027		MFS_1	-1.4 to -2.6
Nwi1031, 1032		ABC transporter &<br>hypothetical	6.9
Nwi1201		cation efflux protein	-1.9
Nwi1233, 2153		uncharacterized ABC<br>transporter & related	-3.9
Nwi1236, 2305,<br>2720		MotA/TolQ/ExbB proton<br>channel	1.6, -2.1, -1.4
Nwi1238		K ⁺ transporter	-1.5
Nwi1268, 1269,<br>2053, 2306		biopolymer transport<br>ExbD/TolR, TonB	-1.5 to -2.3
Nwi1384	<i>secY</i>	Sec Type II secretion	1.3
Nwi1434		TolC-type OMP	1.3
Nwi1455-1457		heavy metal efflux	-1.9, -1.8, 1.4
Nwi1503		LamB/YscF porin-type	1.8
Nwi1510		peptide/nickel ABC transport<br>system	2.0
Nwi1527-1528,<br>2892		amino acid ABC transporter	-1.5, -1.7, 1.4

Nwi1777-1779	<i>tatCBA</i>	twin-arginine translocation<br>protein	1.6 to 2.5
Nwi1863, 1864	<i>lolDCE</i>	lipoprotein ABC transporter	1.5, 1.3
Nwi2031		phosphate transporter	-1.4
Nwi2065		sulfate permease, SulP	1.6
Nwi2169		phosphate-selective porin	-1.8
Nwi2209, 2211-<br>2213		branched-chain amino acid<br>ABC transporter	1.8, -2.6, -1.6,<br>2.0
Nwi2219		vitamin B12 TonB-<br>dependent receptor	-1.4
Nwi2240		ArgK domain	1.9
Nwi2284		secretion protein HlyD	1.7
Nwi2340		glycine betaine ABC<br>transport system	-5.1
Nwi2361, 2362		ABC-2 type transporter	-1.6, -1.5
Nwi2631		TonB-dependent Sugar<br>transporter family	-2.5
Nwi2681		glucan exporter	-1.8
Nwi2717	<i>tolB</i>	Tol-dependent translocation	-1.3
Nwi2728		divalent cation transporter	-1.5
Nwi2741		multidrug efflux pump	-1.3
Nwi2757-2759		sulphate transport system<br>permease	-1.4 to -1.6

Nwi2911-2912	heavy metal efflux pump	-2.2
Nwi3006	formate/nitrite transporter	1.4
**Hypothetical,<br>general function<br>only, & mobile<br>elements**		
Nwi0006, 0272,<br>0275, 0308, 0310,<br>0365, 0794, 0834,<br>0954, 0976, 1016,<br>1140-1142, 1172,<br>1278, 1291-1293,<br>1297, 1321, 1322,<br>1358, 1397, 1490,<br>1565, 1633, 1718,<br>1999, 2260, 2411,<br>2437, 2821, 2838,<br>2918-2922, 2949,<br>3008, 3058, 3138	transposon or phage-related	1.4 to 4.2
Nwi0007, 0147,<br>0214, 0435, 0730-<br>0737, 0781, 0792,<br>0838, 0972, 1173,	transposon or phage-related	1 to -12.0

1282, 1472, 1482,
 1488, 1572, 1591,
 1622, 1626, 1629,
 1934, 1950, 2108,
 2119, 2120, 2142,
 2370, 2474, 2498,
 2499, 2818, 2923,
 2925, 2944, 2945,
 3013, 3037, 3038,
 3115

Nwi0009, 1328	NifU-like	4.4
Nwi0014, 2258	MiaB-like	1.6, -1.6
Nwi0015	PhoH-like	2.2
Nwi0016-0017,<br>0160, 0397	transporter-associated	-1.4 to -2.3
Nwi0018	acyltransferase	-1.8
Nwi0019, 0087,	transcriptional regulator	2.3 to 2.5
Nwi0020, 1894,<br>1896	methyltransferase	1.4 to 2.1
Nwi0029	transcriptional regulator	-2.1
Nwi0032	dehydrogenase/ reductase	-1.7
Nwi0036, 0039,<br>0047, 0061, 0062,	hypothetical	1.2 to 18.6

0075, 0107, 0112,
0131, 0143, 0155,
0168, 0190, 0196,
0212, 0220, 0256,
0257, 0263, 0264,
0325, 0354, 0372,
0374, 0382, 0383,
0391, 0413, 0437,
0450, 0454, 0455,
0459, 0461, 0463,
0465, 0468, 0473,
0474, 0476, 0486,
0515, 0516, 0518,
0527, 0528, 0531,
0561, 0573, 0578,
0581, 0600, 0609,
0625, 0650-0652,
0663, 0687, 0710,
0740-0745, 0760,
0767, 0768, 0772,
0785, 0786, 0814,
0837, 0839, 0841,
0863, 0878, 0889,

0893, 902, 0906,
0909, 0910, 0927,
0936, 0944, 0945,
0955, 0959, 0966,
0989, 0994, 0998,
1003, 1004, 1084,
1086, 1092, 1108,
1145-1148, 1165,
1166, 1169, 1170,
1197, 1222, 1232,
1247, 1248, 1256,
1257, 1260, 1264,
1270, 1273, 1275,
1276, 1303, 1327,
1336, 1356, 1417,
1428, 1467, 1499,
1501, 1512, 1548,
1569, 1570, 1580,
1581, 1586, 1602,
1603, 1610, 1613,
1634-1637, 1639,
1640, 1660, 1701,
1703, 1704, 1728,

1742, 1759, 1762,
1763, 1783, 1785,
1791, 1822, 1823,
1867, 1895, 1902,
1972, 1993, 2033,
2058, 2063, 2064,
2147, 2149, 2161,
2163, 2166, 2190,
2194, 2196, 2200,
2201, 2231, 2232,
2239, 2244, 2256,
2257, 2264, 2268,
2281, 2304, 2337,
2352, 2355, 2356,
2369, 2379, 2399,
2414, 2415, 2418,
2422, 2436, 2439,
2456, 2459, 2469,
2480, 2489, 2493,
2494, 2497, 2500,
2502, 2503, 2505,
2530-2532, 2575,
2576, 2578, 2588,

2591, 2602, 2625,
2660, 2680, 2685,
2707, 2715, 2721,
2732, 2733, 2743,
2748, 2752, 2788,
2789, 2794, 2807,
2808, 2813-2815,
2835, 2837, 2849,
2870, 2871, 2884,
2889, 2893, 2894,
2900, 2955, 2956,
2983, 2984, 2989,
2991, 3002, 3041,
3047, 3082, 3108,
3128, 3137, 3140-
3142

Nwi0045, 0559,
1012, 1087, 1198,
1744, 3077

histidine kinase

1.3 to 3.2

Nwi0046, 0064,
0077, 0080, 0092,
0142, 0146, 0167,
0183, 0210, 0234,

hypothetical

-1.3 to -15.0

0250, 0260, 0262,
0267, 0295, 0313,
0346, 0368, 0375,
0398, 0402, 0405,
0424, 0438, 0447,
0498, 0499, 0534,
0562, 0577, 0587,
0610, 0612, 0646,
0718, 0757, 0873,
0884, 0886, 0887,
0901, 0904, 0905,
0907, 0918, 0920,
0930, 0932, 0939,
0940, 0967, 0970,
0985, 0987, 0990,
1021, 1022, 1039,
1041, 1090, 1105,
1107, 1114, 1125,
1126, 1128, 1139,
1154, 1155, 1185,
1202, 1288, 1307,
1310, 1313, 1331,
1332, 1352, 1355,

1390, 1405, 1454,
1468, 1470, 1494,
1519, 1520, 1547,
1550, 1559, 1600,
1631, 1666, 1672,
1684, 1689, 1693,
1698, 1705, 1767,
1792, 1812, 1815,
1869, 1891, 1908,
1916, 1924, 1936,
1937, 1946, 1973,
1974, 1979, 1990,
1991, 2011, 2021-
2023, 2032, 2054,
2070, 2087, 2145,
2152, 2173, 2177,
2197, 2208, 2220,
2230, 2265, 2275,
2291, 2316, 2334,
2347, 2373, 2389,
2402, 2404, 2409,
2432, 2458, 2472,
2482-2484, 2510,

2513, 2528, 2557,
2558, 2585, 2597,
2635-2637, 2667,
2669, 2690, 2691,
2702, 2730, 2749,
2756, 2767-2770,
2772, 2775, 2784,
2786, 2806, 2826,
2868, 2869, 2872,
2873, 2876, 2878,
2901, 2915, 2935,
2943, 2959, 2966,
2970, 2979, 3021,
3035, 3042, 3072,
3078, 3101, 3107,
3118-3121

Nwi0059, 0074,
0221, 0448, 0452,
0466, 0926, 0993,
1271, 1274, 2170,
2184, 2346, 2368,
2545, 2846, 3029

peptidase

1.3 to 3.5

Nwi0063, 2270

amine oxidase

1.5, -1.7

Nwi0073, 0716	thioredoxin	1.5 to 1.7
Nwi0103	Maf-like	2.3
Nwi0108	transglycosylase	1.7
Nwi0109	Smr/MutS2	-2.0
Nwi0113, 0653,<br>0864, 0890, 2288,<br>2895	beta-lactamase-like	1.3 to 3.8
Nwi0114, 0119,<br>1754, 2774	histidine kinase	-1.5 to -2.0
Nwi0118	Mg chelatase-related	1.4
Nwi0138	phospholipase	1.5
Nwi0141	camphor resistance	-2.8
Nwi0145, 0552,<br>1413, 2112, 2195	glycosyl transferase	-1.6 to -2.0
Nwi0149, 0541	glycosyl transferase	1.4
Nwi0157	Heparinase-like	1.6
Nwi0186	metallophosphoesterase	1.7
Nwi0187	Lhr family helicase	1.4
Nwi0188, 0244,<br>1337, 1567, 1832,<br>2527, 2845	putative outer membrane<br>protein (OMP)	1.4 to 2.3
Nwi0207, 0386	methyltransferase	-1.5 to -1.8
Nwi0218	PfkB kinase	-2.0

Nwi0219, 0616	pirin domain	2.3 to 3.6
Nwi0567, 1391,<br>1671, 1749, 1919,<br>2471, 2934	peptidase	-1.4 to -1.9
Nwi0226	CoxF domain	-1.5
Nwi0241	LuxR domain, no AHL-<br>binding domain	-1.6
Nwi0249	tyrosine phosphatase	-1.6
Nwi0253	siderophore receptor	1.7
Nwi0270	type I restriction enzyme, R<br>subunit	2.6
Nwi0293, 2708	cell wall-associated<br>hydrolase	1.4, -1.7
Nwi0314, 0359,<br>1657	DEAD/DEAH box helicase	-1.7 to -7.0
Nwi0336	methionine aminopeptidase	3.3
Nwi0343	GTP-binding, LepA<br>homolog	-1.7
Nwi0349	pyridoxamine 5'-phosphate<br>oxidase-related	3.8
Nwi0358, 0441,<br>0485	acyltransferase	1.9 to 2.9
Nwi0362	AsnC/Lrp transcriptional	-3.8

---

	regulator	
Nwi0385	phosphoribosyltransferase	2.9
Nwi0409	SUPV3L1/SUV3 helicase	-1.4
Nwi0411	ferredoxin	-2.7
Nwi0412	CarD family transcriptional	1.6
	regulator	
Nwi0451, 2624,<br>2633	NUDIX hydrolase	1.6 to 2.0
Nwi0453	nuclease	-3.1
Nwi0553	HAD hydrolase	1.5
Nwi0554	GTP-binding protein	-1.9
Nwi0555	transcriptional regulator	-1.7
Nwi0615, 0934,<br>2454	LysR regulator	1.3 to 1.6
Nwi0619	L,D-transpeptidase domain	1.8
Nwi0621	SDR	1.3
Nwi0635	histone deacetylase	1.9
Nwi0642	aminotransferase	-1.7
Nwi0645	acylneuraminate	-1.6
	cytidyltransferase	
Nwi0648	NUDIX hydrolase	-1.6
Nwi0662	XRE family regulator	-1.7
Nwi0725, 0879,	TonB-dependent receptor	-1.5 to -2.9

0941, 1868		
Nwi0836, 1230	acetyltransferase	1.5, 1.3
Nwi0881	GntR family regulator	1.8
Nwi0882	class II aldolase/adducin	1.8
Nwi0891	peroxiredoxin	1.9
Nwi0892	ArsR family regulator	2.6
Nwi0898, 2401	NAD-dependent<br>epimerase/dehydratase	1.4, -1.5
Nwi0918	WD-40 repeat protein	1.5
Nwi0949, 0950	kinase/Mo blast hit	2.4, 3.6
Nwi0980, 2140	LysR regulator	-2.3, -4.8
Nwi0984, 2713	TPR repeat	2.4, 1.4
Nwi1005, 1098,<br>1655, 2282, 2365,<br>2595	FAD-dependent<br>oxidoreductase	1.4 to 3.2
Nwi1009	AsmA homolog, protein<br>assembly	-2.9
Nwi1026	phosphoketolase	-2.2
Nwi1027	CheY-like	-2.1
Nwi1127	tetratricopeptide TPR_4	-1.6
Nwi1187, 1188	OmpR family regulator and<br>histidine kinase	3.0, 2.3
Nwi1324	patatin-like, storage protein	-1.3

Nwi1343, 2461	PRC-barrel domain	-3.6, 1.7
Nwi1412	sugar transferase	-1.3
Nwi1441	putative CinA	-1.6
Nwi1500	cupin region	6.0
Nwi1509	IalB domain	1.5
Nwi1541	Fis-type domain	1.4
Nwi1583	CreA family	3.2
Nwi1590	hemolysin-like	1.5
Nwi1755, 2771	response regulator receiver	-2.6, -1.5
Nwi1761, 2018,<br>2632	acetyltransferase	-1.4 to -2.0
Nwi1765	serine/threonine kinase	-1.4
Nwi1774	response regulator receiver	1.6
Nwi1814, 2744,<br>2802, 3028	putative OmpA/MotB	-1.7, 1.3, -1.9,<br>6.2
Nwi1851	putative OMP	-1.3
Nwi1852	metallo peptidase	-1.3
Nwi1866	GLE1 domain	1.8
Nwi1901, 2660	multicopper oxidase	1.9, 1.9
Nwi1906, 2325	antibiotic biosynthesis<br>monooxygenase domain	-1.4, -1.6
Nwi1933	putative porin	2.1
Nwi2016	putative colicin V production	-1.4

Nwi2019, 2310,<br>2393	SDR	-1.5 to -5.7
Nwi2071	luciferase-like	-3.5
Nwi2084, 2089,<br>2203, 2485, 2626	AAA domain, putative<br>ATPase	-2.1, 2.3, 4.2,<br>-2.2, 1.4
Nwi2178, 2207	alpha/beta hydrolase	-2.0, 1.9
Nwi2227	ROSMUCR transcriptional<br>regulator	2.2
Nwi2276, 2451	putative oxidoreductase	-2.1, -1.5
Nwi2289	HpcH/HpaI aldolase domain	2.2
Nwi2290, 2507,<br>2508	MaoC-like dehydratase	1.9 to 2.4
Nwi2394	nucleotidyl transferase	-2.1
Nwi2395	hexapeptide transferase	-2.0
Nwi2417	cyclic nucleotide-binding	1.5
Nwi2418	Cu-binding hypothetical	15.9
Nwi2463	lytic transglycosylase	-1.9
Nwi2488, 2570,<br>2891, 3017	ErfK/YbiS/YcfS/YnhG	-2.0, 2.4, 1.7,<br>1.6
Nwi2517, 2518	OmpR family regulator &<br>histidine kinase	-3.2, -1.6
Nwi2590	methyltransferase	2.0
Nwi2607	protein-disulfide isomerase	1.7

Nwi2609-2612	LemA loci	1.9 to 7.8
Nwi2679	DedA family	-2.7
Nwi2804	phosphoesterase	-1.9
Nwi2810	ferredoxin	1.4
Nwi2997	CsbD-like protein	-1.8
Nwi2998	RHodanese-like	-1.4
Nwi3009	PadR-like	1.7
Nwi3030	HlyD secretion protein<br>domain	-1.3
Nwi3031	acriflavin resistance	-2.0
Nwi3033	AsmA, OM assembly	1.5
Nwi3083	AbrB family transcriptional<br>regulator	2.0
Nwi3111	XRA family transcriptional<br>regulator	1.7

---

^aFold change is the difference in mRNA transcript levels between AiiA-treated QS-deficient cells and QS-proficient cells ($P \leq 0.05$).

# Supplementary material for: Quorum Quenching of Nitrobacter winogradskyi Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification
**Source:** mBio. 2016 Oct 25;7(5):e01753-16. doi: 10.1128/mBio.01753-16
**Supplement:** Table S2 — Putative QS-controlled genes with upstream lux-box-like promoter elements.

Table S2. Putative QS-controlled genes with upstream *lux*-box-like promoter elements.^a

Motif ^b	Location,<br>strand ^b	Gene<br>number	Gene<br>name	Role	Fold<br>change ^c
**<u>A</u>**					
**acyatrgth**					
accatagta,	-171 to -163, +	Nwi0627	<i>nwiR</i>	putative AHL-	1.3
actatggtc	-212 to -220, -			binding LuxR<br>homolog	
accatggtt,	-266 to -274, -	Nwi0637	<i>coaE</i>	acyl-CoA	1.8
accatggtc	-273 to -265, +			dehydrogenase	
accatggta,	-92 to -100, -	Nwi0914		ABC transporter-	-2.4
accatggtc	-99 to -91, +			related	
accatggtc,	-218 to -226, -	Nwi1316	<i>rpsD</i>	ribosomal protein	-3.1
accatggtt	-225 to -217, +				
accatggtt,	-212 to -220, -	Nwi2653-	<i>nirK</i> ,	potential NO-	2.2 to 19.9
accatggta	-219 to -211, +	2648 ^c	<i>ncgABC</i>	producing/<br>consuming gene<br>cluster	

B**atchdhnddvbgat**

atccgattaatgat,	-104 to -91, +	Nwi0080,		hypothetical	-2.1 to 6.6
atcatcggagtgat,	-15 to -2, +	0402, 0403,			
atcttccaaacgat,	-407 to -420, -	1972, 2908,			
atcctcatggtgat,	-316 to -329, -	3041			
atcattcatccgat	-56 to -69, -				
	-233 to -220, +				
atcagcttggcgat	-67 to -80, -	Nwi0627	<i>nwiR</i>	putative AHL-binding LuxR homolog	1.3
atccgtcaagcgat	-83 to -70, +	Nwi0781		transposase	-4.6
atcaatcgccgat	-52 to -39, +	Nwi1035		UspA, universal stress protein loci	3.0, 3.4
atctttcaacgat	-299 to -312, -	Nwi1286	<i>gcvT</i>	glycine cleavage system	-2.9
atcatccagcgat	-140 to -127, +	Nwi1386	<i>rpsM</i>	ribosomal protein	-3.7
atccgaaagacgat	-127 to -114, +	Nwi2151		Ppx/GppA phosphatase, stringent response	3.2
atcagtatgctgat	-51 to -38, +	Nwi2455		folic acid metabolism	2.6

atctttcagacgat,	-547 to -534, +	2512, 2513	hypothetical	-5.7, -3.8,
atccgataaatgat,	-312 to -299, +		ribosome-	-3.0
atcatttatcgat,	-325 to -312, +		associated	
atctttcagacgat	-77 to -90, -			
atcaaaggaccgat	-443 to -430, +	Nwi2845,	conserved peptidase	3.5
	-246 to -259, -	2846	C14	
atctgcctgaggat	-307 to -294, +	Nwi3028	OmpA/MotB	6.2

---

^aAll motifs are also found in the intergenic region between Nwi0627 (*nwiR*) and Nwi0628 (*pgm*). No motifs were detected in the 81 bp intergenic space between Nwi0626 (*nwiI*) and *nwiR*.

^bSequences, upstream location, and strand are listed in the order of gene numbers in the gene number column. Some sequence motifs appear on both strands for a single gene or in front of multiple genes.

^cFold change is the difference in mRNA transcript levels between AiiA-treated QS-deficient cells and QS-proficient cells ($P \leq 0.05$).

^dThe motif was only found within intergenic region upstream of Nwi2653, the putative start site of the operon.

# Supplementary material for: Quorum Quenching of Nitrobacter winogradskyi Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification
**Source:** mBio. 2016 Oct 25;7(5):e01753-16. doi: 10.1128/mBio.01753-16
**Supplement:** Table S3 — Bacterial strains and plasmids.

Table S3. Bacterial strains and plasmids.

Strain or plasmid	Relevant genotype or phenotype	Reference or source
Strains		
<i>N. winogradskyi</i>	ATCC 25391	(1)
Nb-255		
<i>E. coli</i>		
TOP10	F ⁻ <i>mcrA</i> Δ (<i>mrr-hsdRMS-mcrBC</i>)	Life
	φ80 <i>dlacZ</i> ΔM15 Δ <i>lacX74 recA1 araD139</i>	Technologies
	Δ(<i>ara-leu</i>) 7697 <i>galU galk rpsL</i> (Str ^R) <i>endA1</i>	
	<i>nupG</i> λ-	
BL21(DE3)	F ⁻ <i>ompT hsdS_B (r_B⁻m_B⁻) gal dcm</i> (DE3)	Life
		Technologies
Plasmids		
pDSK519	Empty vector, Kan ^R	(2)
pDSK- <i>aiiA</i>	Vector carrying <i>aiiA</i> from <i>Bacillus</i> 240B1, Kan ^R	(2)
pET SUMO	TA-cloning, T7-regulated expression vector,	Life

Kan^R

Technologies

pET SUMO-*aiiA* Expression vector carrying *aiiA*, Kan^R

This study

REFERENCES

1. **Starkenbourg SR, Chain PS, Sayavedra-Soto LA, Hauser L, Land ML, Larimer FW, Malfatti SA, Klotz MG, Bottomley PJ, Arp DJ, Hickey WJ.** 2006. Genome sequence of the chemolithoautotrophic nitrite-oxidizing bacterium *Nitrobacter winogradskyi* Nb-255. *Appl Environ Microbiol* **72**:2050-2063.
2. **Gao M, Chen H, Eberhard A, Gronquist MR, Robinson JB, Connolly M, Teplitski M, Rolfe BG, Bauer WD.** 2007. Effects of AiiA-mediated quorum quenching in *Sinorhizobium meliloti* on quorum-sensing signals, proteome patterns, and symbiotic interactions. *Mol Plant Microbe Interact* **20**:843-856.

# Supplementary material for: Quorum Quenching of Nitrobacter winogradskyi Suggests that Quorum Sensing Regulates Fluxes of Nitrogen Oxide(s) during Nitrification
**Source:** mBio. 2016 Oct 25;7(5):e01753-16. doi: 10.1128/mBio.01753-16
**Supplement:** Table S4 — Comparison of fold changes in expression between QS-deficient and proficient treatments analyzed by quantitative PCR (qPCR) and mRNA-Seq.

Table S4. Comparison of fold change expression between QS-deficient and proficient treatments analyzed by qPCR and mRNA-Seq.

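The NO-linked gene nnrS (Nwi0557) and the Crp domain regulator gene Nwi2061 show the widest gaps between qPCR and sequencing, in opposite directions. The log2 fold by qPCR minus that of the deposited table is 0.56 for nnrS and -0.48 for Nwi2061. For the cytochrome gene Nwi2650, nirK (Nwi2648) and the receptor gene nwiR it is -0.11, -0.11 and -0.10, and for the synthase gene nwiI it is -0.21. All 6 genes have the same direction by both methods, and 5 of 6 are smaller by qPCR. The ranks correlate with a Spearman rho of 0.94 (one-sided exact permutation p = 0.00833). The median size of the gap is 0.16 on the log2 scale. No lower gene was among the 6, so decreases such as those of nirBD have no qPCR value here.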

Gene; name	mRNA-Seq	qPCR
Nwi0626; <i>nwiI</i>	2.5	2.2
Nwi0627; <i>nwiR</i>	1.3	1.2
Nwi2648; <i>nirK</i>	2.2	2.0
Nwi2650; <i>ncgB</i>	19.9	18.4
Nwi0557; <i>nnrS</i>	8.1	12.0
Nwi2061; Crp domain	8.9	6.4

How the deposited data were processed for this re-analysis (not part of the article)

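Cultures of N. winogradskyi were treated with the lactonase AiiA, which removes the AHL signal (QS-deficient), or with heat-denatured AiiA (QS-proficient), with 4 cultures per condition and 8 libraries in all. The authors sequenced rRNA-depleted RNA and compared the conditions with the empirical analysis of differential gene expression in CLC software, an exact test on counts. The deposited file holds the authors' result of that comparison: for each of 3198 features a p-value and a signed fold change, which is the ratio of QS-proficient to QS-deficient transcripts, or minus its inverse where the ratio is under 1. It also gives a product description, COG letters and coordinates. No values of single libraries, counts or reads were analysed here, so the depth per library is unknown and no interval or detection limit is given. The paper states P of at most 0.05 and does not name an adjustment for the number of genes.

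The plan made before the data were examined assumed counts or RPKM per library. Since the deposited file is a comparison table, neither edgeR nor limma was run, and the authors' p-values were used instead. They were adjusted by the Benjamini-Hochberg method over all 3198 features, and a feature was called at an adjusted p under 0.05. The fold changes are the authors' own and were not recomputed. The 97 features listed with a p of 1 and a fold of 1 stayed in the adjustment and were left out of list, category and neighbour tests, leaving 3095 coding genes.

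Gene lists were rules on product text and gene names, written before the data were examined, when the values in the paper's tables had been seen. The nirK cluster list, and the nirBD genes in the assimilatory nitrogen list, were set by locus from the paper's Table 1. There were 27 tested lists: ribosomal proteins, aminoacyl-tRNA synthetases, translation factors, flagellum, chemotaxis, nitrite oxidoreductase, nirK cluster, assimilatory nitrogen, methionine and S-adenosylmethionine, complex I, ATP synthase, cytochrome c oxidase, carbon fixation, chaperones, universal stress, oxidative stress, iron uptake, ECF sigma factors, second messengers, transposases, cell wall and division, glycogen and trehalose, storage polymer, tricarboxylic acid cycle, ABC transporters, secretion, and phage and CRISPR. Matching of short words was tightened to whole words once the descriptions were read, so that storage polymer words did not match phage genes. For each list the members higher and lower were counted, each direction was tested against the other coding genes by Fisher's exact test, and the p-values of both directions were adjusted together over the lists. The counts after adjustment over the list alone and the median log2 fold among 10000 random lists of the same size stand beside them. The planned set tests camera and fry need values per library and were not run. COG categories with at least 10 genes were tested by Fisher's exact test against the other genes with a category, each gene under its first letter.

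Genes named in the text follow a rule set before the data were examined, when the values in the paper's tables had been seen: every gene of Table 1 and of the results, the 10 largest folds in each direction past the threshold with transposases left out, and per list the 2 largest folds in each direction past the threshold. The rule also asked for a minimum abundance and for no overlap between the cultures of the 2 conditions, and these parts could not be applied to a comparison table. Genes of Table S2 and some neighbours were named as well, and the text says where a gene was chosen after its value was seen; the genes at the ends of runs and of the ribosomal stretch were also named after the values were seen.

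Neighbouring coding genes were compared by the Spearman correlation of their log2 folds, with 1000 permutations, split by strand and by the gap between the genes. The difference between facing and divergent pairs was tested with 2000 permutations of orientation, and again within gap classes (under 50 bp, and 50 to under 200 bp), weighted by the number of pairs, with 10000 permutations within the classes. Runs of at least 6 neighbouring genes called in the same direction were counted and compared with 1000 random orders of the genes. Permutation p-values are one-sided, except that of gene length, which is two-sided; Fisher's exact tests are two-sided. The qPCR folds of Table S4 are the paper's.

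The adjustment, the list test and the correlation were tested on simulated values with 3198 features and a standard error of 0.3 on the log2 scale. Of simulated changes of 0.5, 1 and 2 on that scale, 8.57%, 67.1% and 100% passed, 5.04% of the calls fell on unchanged features, and 1.5% of 200 random lists had a p under 0.05. The standard error was assumed, so these shares describe the procedure and not this experiment.

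Alternatives tried were an unadjusted p of at most 0.05, an adjusted p under 0.01, transposases left out, a limit of 2-fold, each COG letter counted, and settings chosen after seeing the data: p rounded to 3 decimals before the limit is applied, features with no difference left out, an unadjusted p together with a fold above 2 for the categories, and the nirK cluster counted once among the motif genes. Growth, AHL and gas measurements of the paper were not analysed here. No genome sequence was used, so the motif search was not repeated. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.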

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

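The patterns here were counted over genes of the deposited table, among them groups that the paper discusses, such as the nirK cluster and flagellum genes. For the ribosomal protein genes, the stretch of the genome and the test of neighbouring genes, the tests for the facing neighbours, and the random orders for runs of genes were chosen only after the result was seen; the test of gene length was set before.

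Ribosomal protein genes split by place in the genome: in the stretch from the S10 gene Nwi1363 to the L15 gene Nwi1383, 12 of 20 are higher and 0 lower, while of the other 33, 28 are lower and 1 is higher; the stretch was drawn after the values were seen, so no test was put on it. Gene length does not order them (Spearman rho 0.0363 between length and log2 fold, two-sided permutation p = 0.796). Neighbouring ribosomal protein genes on the same strand differ by 0.33 on the log2 scale on average, against 1.48 for random pairs, and the one-sided permutation p = 0.0001 is the smallest that these permutations can give. This is consistent with separate control of transcription units, as a hypothesis found and tested on the same data; RNA decay and uneven rRNA depletion were not tested, and a scaling factor per library would shift all of these genes alike, so which side of 0 they fall on depends on the authors' normalization.

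Facing neighbours changed together: for 368 pairs of neighbouring genes on opposite strands that face each other less than 200 bp apart, the log2 folds correlate with a Spearman rho of 0.25 (one-sided permutation p = 0.000999). For 177 divergent pairs less than 200 bp apart the rho is 0.0930, a difference of 0.16 (one-sided permutation p = 0.0390), but divergent pairs lie further apart: under 50 bp there are 149 facing pairs (rho 0.33) and 23 divergent ones (rho 0.29), and from 50 to under 200 bp 219 facing pairs (rho 0.22) and 154 divergent ones (rho 0.05). Compared within gap classes, a test added after that difference was seen, the difference is 0.145 (one-sided permutation p = 0.0617), which misses the limit of 0.05. Reads that run past the end of a gene and were counted without regard to strand may add to the correlation, or close neighbours on either strand may share control, and the data do not settle which, because the 95% interval of the divergent pairs reaches 0.24; whether the libraries kept strand is not given in the sources used here.

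Runs of neighbouring genes called in the same direction number 17 with at least 6 genes, against a mean of 0.88 and a maximum of 5 in 1000 random orders of the genes (one-sided permutation p = 0.000999). The longest holds 11 lower genes, from Nwi3065 to Nwi3075, with tRNA modification and lysine synthesis genes and the ribonuclease P protein gene Nwi3075, which was named after its value was seen. The next holds 10 lower genes from Nwi2767 to Nwi2776 around the sigma factor gene Nwi2773. Runs of 7 higher genes cover Nwi0889 to Nwi0895, which include a sigma factor and a FecR gene, and Nwi1367 to Nwi1373 among the ribosomal protein genes.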

How the results depend on the processing

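Settings for gene sets, lists and named genes, and the settings named as such below, were chosen only after the data were seen. The number of genes changed ranged from 1157 (adjusted p under 0.01) to 1631 (p rounded to 3 decimals, chosen after seeing the data), with 1626 at an unadjusted p of at most 0.05, 1448 without transposases and 1488 without features that show no difference, beside 1483. Changes above 3-fold numbered 217 to 236 under the p thresholds. They numbered 237 with p rounded to 3 decimals and the fold to 2, chosen after seeing the data. At a limit of 2-fold, which is wider by construction, they numbered 671. Both of nwiI and nwiR pass at an unadjusted p, so the count rises to 2 from 1. The nirK cluster, nirBD, signalling and methionine counts were the same at both other thresholds. Flagellum loci of Table 1 numbered 12 unadjusted and 7 at an adjusted p under 0.01, motif genes 27 and 25 (21 at the main threshold with the nirK cluster counted once, a setting chosen after seeing the data), and lists past Fisher's exact test 7 and 7 against 6. At an unadjusted p the phage and CRISPR list is lost (adjusted p = 0.0507) and the flagellum list (fewer higher genes) and the secretion list (more higher genes) are gained, both at an adjusted p = 0.0319. The secretion list includes genes whose deposited description is only a twin-arginine export signal. At an adjusted p under 0.01 the transposases (fewer lower genes) are gained (adjusted p = 0.00700) and none is lost.

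With a fold above 2 as well, 1 COG category (translation, 32.2%) passes in place of 0. Under that setting carbohydrate genes fall to 16.0%, below the overall share. Replication and repair genes, a category that also takes in transposases, move from below the overall share to level with it, at 21.8%. The cause of these shifts was not tested. An unadjusted p with a fold above 2, chosen after seeing the data, gives 1 category (translation, 32.2%), 16.0% for carbohydrate genes and 23.6% for replication and repair genes, beside 22.0% overall. Counting each letter or using unadjusted p left no category past the test.

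Of 153 named genes, 4 that missed the threshold pass at an unadjusted p and 14 no longer pass at an adjusted p under 0.01. Of 54 list counts by direction, 48 and 45 stayed within 1.5 times.

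No paired analysis was possible because the comparison table used here holds no values per library. For the same reason the other settings set out beforehand, on normalization, low-count filters, other tools, the pseudocount, leaving out each replicate, the test against a 3-fold limit, and camera and fry, were not run. The motif window was not run because no genome sequence was used. Depth per library is unknown, so what it limits cannot be stated.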

Differences from the paper's values

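At the main setting and at the paper's own thresholds, no value of the paper's that was set beside a value here differs from it by more than 1.5 times. At the stated P of at most 0.05 the deposited p-values give 1626 genes where the paper gives 1631, and 1483 after adjustment; above 3-fold they give 236 where the paper gives 237, and 224 after adjustment. Rounding p to 3 decimals (and the fold to 2) before applying the limits gives 1631 and 237, and 56.3% of the genes with a COG category, the paper's share; this setting was chosen after seeing the values, and it still leaves out 1 gene of Table 1, fliG. The paper's count of genes changed marginally, 1346, was not reached: genes at 3-fold or less number 1390 unadjusted, 1259 after adjustment and 940 at an adjusted p under 0.01.

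Some statements of the paper differ from the table or from the adjusted values. The paper counts nwiR among the increased genes, and it misses the adjusted threshold (adjusted p = 0.0676), while it passes unadjusted and nwiI passes under every threshold tried. Table 1 places all flagellum loci under its P limit, and for fliG the authors' deposited table gives p = 0.0543; the other 12 pass unadjusted and 10 pass after adjustment. The text gives a number of flagellum genes that is 1 above the 13 loci of Table 1. The paper names translation, nucleotide, carbohydrate and amino acid categories as changed in most genes, above a limit it sets. After adjustment, with each gene under its first letter, carbohydrate genes (62.0%) stay above that limit, and translation (59.9%), amino acid (59.8%) and nucleotide genes (55.3%) fall below it, while at an unadjusted p the shares are 64.5%, 63.7%, 63.8% and 66.0% for translation, amino acid, nucleotide and carbohydrate genes, all above it. With each letter counted, all 4 fall below it after adjustment (59.3%, 57.7%, 58.6% and 57.7% in the same order), and the paper's way of counting is not given in the sources used here. The paper reports a similar trend with a 2-fold limit. All shares fall under that limit, from 52.1% to 21.8% over all genes with a category. The category shares correlate with those without it (Spearman rho 0.51). Genes past the limit are a part of the genes counted without it, so some correlation is built in and the rho does not decide whether the trend is similar. Carbohydrate genes, at 16.0%, lie below the share of all genes. Table 1 places Nwi0403 under methionine synthesis, and the deposited table describes it as a cobalt chelatase subunit.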

Other observations

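The test of few reads was chosen only after the result was seen. Large folds that missed the threshold share a numerical form. Of 32 features above 3-fold with a p over 0.05, 16 of them transposases, 23 (71.9%) lie close to folds of 3, 5, 7 or 9 with a p near 1, 0.5, 0.25 or 0.125. This is what 1 to 4 reads in 1 condition and none in the other would give if a fixed 0.5 read were added to both. It may mean that such folds rest on few reads, but the share stays short of the 75% set for the test, so the data do not settle it.

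Correlation between neighbours on the same strand falls with distance: the Spearman rho is 0.42 for 872 pairs less than 50 bp apart, 0.34 for 659 pairs from 50 to under 200 bp, 0.23 for 354 pairs from 200 to under 400 bp and 0.07 for 166 pairs at 400 bp or more. Counts of changed genes therefore hold fewer separate events than genes.

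Coding length is not related to the direction of change over all coding genes (Spearman rho -0.03). Other runs of neighbouring genes include 8 lower genes from Nwi1846 to Nwi1853 with lipid A synthesis genes, 7 lower genes from Nwi1204 to Nwi1210 with glycogen genes, 6 lower genes from Nwi1981 to Nwi1986 with carboxysome genes, and 8 higher genes from Nwi2888 to Nwi2895.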
